# Senescence dynamics define therapeutic windows for Duchenne muscular dystrophy in DBA/2-mdx mice

**DOI:** 10.1186/s13395-026-00426-5

**Published:** 2026-05-02

**Authors:** Aina Calls-Cobos, Aida Beà Tàrrega, Andrés Cisneros, Megan Rommelfanger, Silvia Campanario, Mercedes Grima-Terrén, Ignacio Ramírez-Pardo, Victoria Moiseeva, Vera Lukesova, Eva Andrés, Grace Chou, Yuewen Zheng, Nasun Hah, Albert Blasco-Roset, Ana Planavila, Carolina Soler-Botija, Antoni Bayés-Genís, Eusebio Perdiguero, Antonio L. Serrano, Pura Muñoz-Cánoves

**Keywords:** Cardiac remodeling, Cardiomyopathy, Cellular senescence, Dasatinib and quercetin, Duchenne muscular dystrophy, Fibrosis, Mouse models, Preclinical research, Senolytic therapy, Skeletal muscle regeneration, Therapeutic timing

## Abstract

**Background:**

Duchenne muscular dystrophy (DMD) is a severe X-linked disorder marked by progressive muscle degeneration and regeneration, inflammation and fibrosis. Cellular senescence has emerged as a potential driver of chronic muscle damage, yet its temporal dynamics and therapeutic relevance remain unclear.

**Methods:**

We analyzed senescent cell burden in skeletal and cardiac muscles of the DBA/2-mdx mouse model, which closely mimics features of human DMD. The senolytic combination of dasatinib and quercetin (D + Q) was administered during early or late disease phases to evaluate the impact of senescent cell clearance. Skeletal muscle strength was measured by grip strength and ex vivo force assays, while cardiac function was assessed by echocardiography. Fibrosis and senescence markers were quantified histologically, and transcriptional changes associated with senolysis were identified using bulk RNA sequencing (RNA-seq).

**Results:**

In skeletal muscle, senescent cells appear and peak during early stages of disease progression (3–5 months), coinciding with high degeneration and regeneration activity, and then decline with age as fibrosis increases. In contrast, in the heart, senescent cells emerge at late stages of disease progression (around 12 months), correlating with heart fibrogenesis. Notably, senolytic intervention in the DBA/2-mdx mice promotes a regenerative and antifibrotic gene signature in both tissues. However, the timing of senolytic therapy determines its efficacy: early treatment with D + Q reduces senescent cell burden, decreases fibrosis, and improves fiber size and contractile performance in skeletal muscle, while later treatment reduces cardiac senescence and fibrosis but does not improve skeletal muscle pathology.

**Conclusions:**

Cellular senescence is a dynamic and targetable feature in DMD, with tissue- and age-specific patterns. It represents a potential modifiable therapeutic target, and temporally optimized senolytic strategies could serve as effective adjuncts to current and emerging DMD treatments.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13395-026-00426-5.

## Background

Duchenne muscular dystrophy (DMD) is a fatal X-linked recessive disorder characterized by progressive loss of muscle mass and function. It is caused by mutations in the dystrophin gene, resulting in the absence of functional dystrophin protein [1]. Due to its critical role in maintaining myofiber stability, the loss of dystrophin leads to muscle fiber fragility and continuous cycles of degeneration and regeneration, accompanied by chronic inflammation and fibrotic tissue deposition that severely exacerbate disease progression.

Skeletal muscle exhibits a robust regenerative capacity. Upon injury, muscle stem cells (MuSCs) activate, proliferate and differentiate into new myofibers or self-renew to maintain the stem cell pool [2]. Loss of dystrophin in MuSCs contributes to the impaired muscle regenerative capacity and hence to muscle wasting [3]. MuSC functions are highly regulated by signals from the surrounding MuSC niche [2], which comprises myofibers and diverse mononucleated cell populations, including immune, endothelial, perivascular and fibro/adipogenic progenitor (FAP) cells [4]. Growing evidence now highlights senescent cells as critical components in this niche, where they directly influence the outcome of muscle regeneration [5–8].

Cellular senescence is a stress-induced state of stable, irreversible cell cycle arrest characterized by the accumulation of cyclin-dependent kinase inhibitors (particularly p16^Ink4a^ and p21^Cip1^). No single universal marker defines senescence, although senescence-associated β-galactosidase (SA-β-gal) activity is commonly used for detection. Senescent cells also develop a senescence-associated secretory phenotype (SASP), a complex secretome that includes pro-inflammatory cytokines and chemokines (e.g., IL6 and Ccl2). Other hallmarks of senescence include DNA damage, telomeric dysfunction, loss of nuclear lamin B1 (Lmnb1) and increased oxidative stress. Senescence plays context-dependent roles, exhibiting both beneficial (e.g., wound healing) and detrimental (e.g., chronic disease) effects in different tissues [9].

In skeletal muscle, partial clearance of senescent cells—using either senolytic drugs or genetic approaches—enhances regeneration following acute injury in both young and aged mice [5, 8]. Similarly, senescent cell ablation in dystrophic rodent models improves muscle function, preserves muscle strength and maintains body weight [10, 11].

DMD cardiomyopathy is characterized by progressive myocardial fibrosis and eventual heart failure [1, 12, 13]. Life expectancy of individuals with DMD typically ranges between 20 and 40 years of age, with death most often resulting from cardiac and/or respiratory failure [1, 14]. Therefore, slowing the progression of myocardial damage is a crucial therapeutic goal for delaying the onset of heart failure. While senescent cells have been detected in the cardiac tissue of canine and murine DMD models [15] their pathophysiological role remains largely unexplored.

Here, we show that in the DBA/2-mdx mouse model of DMD, the temporal dynamics of senescent cell accumulation differ markedly between skeletal and cardiac muscles. Accordingly, optimal therapeutic benefits require interventions that target senescent cells in a timely manner to coincide with their peak abundance in each tissue. Our findings identify senolytic therapies as a promising strategy to slow systemic disease progression in dystrophic striated muscles and support its use as a critical complementary approach to gene therapies addressing the underlying genetic defect.

## Methods

### Mouse models

The mouse lines p16-3MR (kindly donated by J. Campisi [16]), dystrophic DBA/2-mdx and DBA/2-mdx^p16−3MR^ (dystrophic DBA/2-mdx mice crossed with p16-3MR mice) were bred and aged at the animal facility of the Barcelona Biomedical Research Park (PRBB). DBA/2 mice were used as control wild type (WT) mice. Animals were housed in standard cages under a 12-hour light/dark cycle and fed ad libitum with a standard chow diet. All experimental protocols were approved by the Catalan Government, following applicable legislation and the guidelines of the PRBB Institutional Animal Care and Use Committee (IACUC).

Both male and female mice were used in each experiment unless stated otherwise. Colonies were maintained and genotyped according to The Jackson Laboratory guidelines. Mice were group-housed, and their health was monitored daily for signs of illness (excluding age-related weight loss). Mice were euthanized immediately upon reaching the clinical endpoint, as determined by the staff of veterinary and biological services.

### In vivo treatments

Dasatinib (LC Laboratories, #D-3307; 5 mg/kg) and quercetin (USP, #1592409; 50 mg/kg) were administered orally (gavage). Control mice were administered an equal volume of vehicle (30% polyethylene glycol, 60% phosal and 10% ethanol). Ganciclovir (GCV) (Sigma-Aldrich, #G2536-100MG; 25 mg/kg) was injected intraperitoneally (i.p.). DBA/2-mdx and DBA/2-mdx^p16−3MR^ mice were administered dasatinib plus quercetin (D + Q) or GCV, respectively, twice a week for 2–4 months, as indicated in the figure legends. The specific treatment timelines were selected based on the quantitative burden of senescent cells rather than on chronological age.

### Muscle force measurement

Ex vivo force measurements of extensor digitorum longus (EDL) muscles were assessed as previously described [5, 17]. Briefly, mice were euthanized, and muscles were immediately excised and placed into a dish containing oxygenated Krebs-Henseleit solution. Muscles were mounted vertically in a temperature-controlled chamber and immersed in a continuously oxygenated Krebs-Ringer bicarbonate buffer solution, with 10 mM glucose. One end of the muscle was linked to a fixed clamp, while the other end was connected to the lever arm of a force transducer (300B, Aurora Scientific) using a nylon thread. The optimum muscle length was determined from micromanipulations of muscle length to produce the maximum isometric twitch force. The maximum specific isometric tetanic force was determined from the plateau of the curve of the relationship between specific isometric force, with a stimulation frequency ranging from 1 to 250 Hz. Force was normalized per muscle area, determined by dividing the muscle mass by the product of length and muscle density of 1.06 mg/mm^3^, to calculate the specific force (mN/mm^2^).

### Grip strength

Grip strength was measured with a computerized grip strength meter. The apparatus consisted of a T-shaped metal bar connected to a force transducer. Mice were allowed to grasp the metal bar of the force transducer with their forepaws. Once a firm grip was established, the experimenter gently pulled the animal backwards by the tail until the grip was released. The maximum force of each measurement was automatically recorded in grams (g) by the device. The three highest values were averaged.

### Cardiac function

Transthoracic echocardiography was performed under light sedation (1% isoflurane in O_2_) prior to euthanasia. A digital ultrasound system (VisualSonics Vevo2100 High-Resolution In Vivo Imaging System; FUJIFILM VisualSonics, Toronto, Canada) equipped with a 55 MHz linear-array transducer was used for image acquisition. Standard parasternal long-axis and short-axis views were obtained in B-mode and M-mode, and functional parameters were measured. All images were acquired and analyzed by an investigator blinded to the treatment groups. Conventional systolic functional parameters were measured, including left ventricular (LV) ejection fraction, LV fractional shortening, stroke volume, cardiac output, LV anterior and posterior wall thickness, LV inner diameter, LV mass, sphericity index (SI), and the relative wall thickness (RWT). Diastolic function was assessed using the apical four-chamber view by a pulsed-wave Doppler at the level of the mitral valve inflow. Early (E) and late (A) diastolic filling velocities (corresponding to passive and atrial-driven ventricular filling, respectively) were measured, and the E/A ratio was calculated. Mitral deceleration time and mitral in-flow velocity time integral (VTI) were analyzed to further evaluate LV diastolic function.

### p16-3MR Renilla luciferase reporter assay

Renilla luciferase activity was measured in tibialis anterior (TA) muscles from p16-3MR and DBA/2-mdx^p16−3MR^ mice. Anesthetized mice were injected intramuscularly with coelenterazine H (PerkinElmer, #760506) and immediately subjected to measurement with the IVIS Lumina III (PerkinElmer).

### Human biopsies

DMD human samples were provided by Dr. J. Colomer (Hospital Sant Joan de Déu, Barcelona, Spain); DMD diagnosis was established based on the total absence of dystrophin by immunohistochemistry and confirmed by Western blotting. Muscle samples were obtained by a standard quadriceps muscle biopsy from eight individuals with DMD (aged 6 to 12 years) and six healthy control individuals (aged 9 to 15 years). Histological analysis and characterization of SA-β-gal+ cells were conducted in accordance with the protocols used for mouse specimens, as detailed in the following section.

### Muscle and heart histology

TA, diaphragm and heart ventricles were embedded in OCT solution (TissueTek, #4583), frozen in isopentane cooled with liquid nitrogen, and stored at -80 °C until analysis. Heart, diaphragm and TA cryosections (10-µm thick) were collected and stained for SA-β-gal (AppliChem, #A1007,0001), hematoxylin/eosin (H&E; Sigma-Aldrich, #HHS80 and #45235) or Sirius Red (Sigma-Aldrich, #365548). Quantification of the cross-sectional areas (CSA) of TA and diaphragm fibers in H&E–stained sections, the percentage of muscle or heart area positive for Sirius Red staining, and the number of SA-β-gal+ cells was performed with ImageJ software. Immunofluorescence was performed by the sequential addition of each primary and secondary antibody using positive and negative controls. The sections were air-dried, fixed, washed with PBS and incubated with primary antibodies according to the standard protocol after blocking with a high-protein-containing solution in PBS for 1 h at room temperature. Subsequently, the slides were washed with PBS and incubated with the appropriate secondary antibodies and labelling dyes. Telomere immuno-FISH was performed after γH2AX immunofluorescence with a telomeric PNA probe (Panagene, F1002-5), as described previously [5].

### RNA isolation and RT-qPCR

Total RNA was isolated from snap-frozen TA muscles and heart tissue using miRNeasy Mini Kit (Qiagen, #1038703). DNase digestion was performed using 2U DNase (Qiagen, #1010395). For RT-qPCR, cDNA was synthesized from total RNA using SuperScript VILO (Invitrogen, #11754050) according to the manufacturer’s instructions. qPCR reactions were performed as described previously [5]. Reactions were run in triplicate, and automatically detected threshold cycle values were compared between samples. Transcripts of the *Rpl7* housekeeping gene were used as the endogenous control, with each unknown sample normalized to the *Rpl7* control (see Supplementary Table 1 for the list of primers used).

### Bulk RNA-sequencing

Sequencing libraries were generated from total RNA from TA and heart using the Watchmaker mRNA Library Prep Kit v1.1.0823, and these were sequenced on an Illumina NextSeq 2000 platform (paired-end, 51 bp read length, ~ 250 million reads per run). Bulk RNA-sequencing (RNA-seq) data from TA and heart were processed using the Nextflow nf-core pipeline [18, 19]. Raw reads were trimmed using *Trimgalore* (v.0.6.10) and quantified using *Salmon* (v.1.10.3) and the reference genome GRCm39 [20, 21]. Counts were summarized using *tximport* (v1.30.0), and lowly expressed genes were removed (genes with greater than 5 counts in 3 or more samples were retained) [22]. Surrogate variable analysis (SVA) was applied to the TA data to remove hidden batch effects, with one estimated SV added to the DESeq2 design formula [23, 24]. For heart data, sex was added to the DESeq2 formula as a known batch. Differentially expressed genes were computed using DESeq2, and genes were considered significant if they had adjusted *p* < 0.05 and absolute log2 fold change > 0.5. PCA plots correcting for known and hidden batches were produced by running PCA on corrected counts from limma’s removeBatchEffect [25].

GO pathway enrichment of DEGs was performed using the *hyperGTest* from the package *GOstats *[26] (v2.68.0) with “conditional = TRUE” and “ontology = BP”. Over-representation analyses of DEGs in select muscle gene sets from SysMyo were performed using the *phyper* function. For both enrichment analyses, the Benjamini-Hochberg p-value adjustment using the function *p.adjust* was applied.

### Genotyping of mice

The following primer sequences were used for PCR-based genotyping: p16-3MR-1 (5′-AACGCAAACGCATGATCACTG-3′) and p16-3MR-2 (5′-TCAGGGATGATGCATCTAGC-3′). Mice carrying the p16-3MR transgene were identified by the presence of a distinct amplification product of 202 base pairs (bp).

### Statistical analysis

GraphPad Prism software was used for all statistical analyses except for sequencing data analysis. Quantitative data displayed as histograms are expressed as mean ± standard error of the mean (represented as error bars). Results from each group were averaged and used to calculate descriptive statistics. Mann–Whitney test (two-tailed) was used for comparisons between groups otherwise specified in the figure legends. For comparisons in the force-frequency curves, 2-way ANOVA was applied. For group comparisons of echocardiographic parameters, unpaired Student’s *t*-test was used. Statistical significance was set at *p* < 0.05.

## Results

### Senescent cells accumulate in the skeletal muscle of dystrophic mice at early disease stages

The DBA/2-mdx mouse is a well-characterized animal model for studying DMD. Compared to other mdx strains (e.g., C57BL/10-mdx), it more accurately recapitulates several key features of human disease [27], including reduced hindlimb muscle mass, fewer myofibers, and increased fibrosis and fat accumulation [28, 29]. In this strain, fibrosis in skeletal muscle progressively increases over time, reaching a peak after 16 months of age (Fig. 1A). Muscle strength measured by grip test (Fig. 1B) and by ex vivo force generation of the EDL muscle (Fig. 1C) decreases with age and remains lower in DBA/2-mdx mice than in DBA/2 wild-type mice (WT) at all stages. Serum creatine kinase (CK) levels, an indicator of muscle damage, were elevated during the early stages of the disease (3–5 months of age) but declined later during disease progression. This suggests active muscle degeneration early on with a later shift to fibrosis, consistent with previous reports [28, 29] (Fig. 1D). Correspondingly, SA-β-gal⁺ cells were more abundant in the TA muscles of DBA/2-mdx mice at early disease stages. Although still present, their number declined with age (Fig. 1E), paralleling CK levels and indicating reduced degeneration–regeneration cycles and increased fibrosis. Moreover, muscles of DBA/2-mdx mice exhibited higher total DNA damage response (DDR) and elevated telomeric DDR (TeloDDR) than WT mice at young ages (Fig. 1F–G). DBA/2-mdx mice also showed increased mRNA levels of various senescence markers, including the cyclin-dependent kinase inhibitors p16 and p19, as well as pro-inflammatory factors associated with the SASP, such as IL-6, IFNγ, TNFα, and IL-1β (Fig. 1H).

**Fig. 1:**
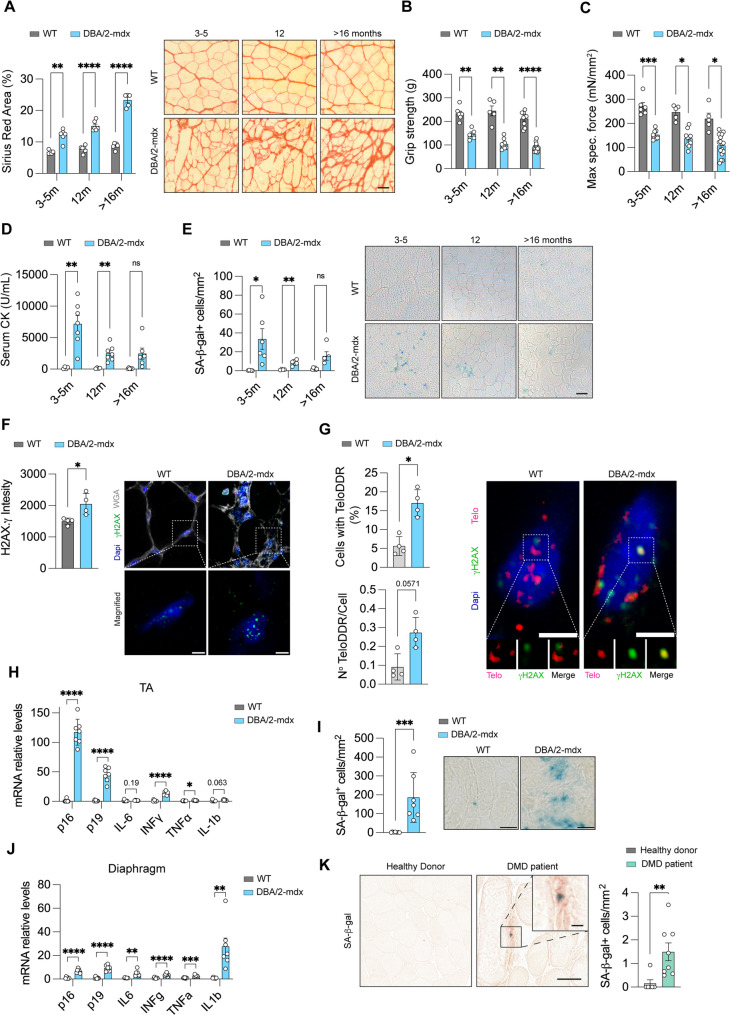
Senescent cells accumulate in the dystrophic skeletal muscle of young DBA/2-mdx mice and DMD patients. **A** Quantification of collagen deposition in the tibialis anterior (TA) muscle of wild-type (WT) and DBA/2-mdx mice at the indicated ages (left), and representative images of Sirius Red staining (right). **B **Four-limb grip strength of wild-type (WT) and DBA/2-mdx mice. **C** Maximum specific force of the extensor digitorum longus (EDL) muscle. **D** Serum creatine kinase (CK) levels in WT and DBA/2-mdx mice across age groups. **E** Quantification and representative images of SA-β-gal⁺ cells in the TA muscle of WT and DBA/2-mdx mice across age groups. **F** Quantification and representative images of DNA damage by γH2AX intensity in extra-myofiber nuclei of TA from WT and DBA/2-mdx mice at young ages. **G** Quantification and representative images of percentage of cells with telomeric DNA damage response (TeloDDR, upper graph) and average number of TeloDDR foci (bottom graph) in extra-myofiber nuclei of TA from WT and DBA/2-mdx mice at young ages. **H** Relative RNA levels of senescent markers in TA of WT and DBA/2-mdx mice at young ages assessed by RT-qPCR. **I** Quantification and representative images of SA-β-gal⁺ cells in the Diaphragm muscle of WT and DBA/2-mdx mice at 3–5 months of age (young). **J** Relative RNA levels of senescent markers in the diaphragm of WT and DBA/2-mdx mice at young ages assessed by RT-qPCR. **K** SA-β-gal⁺ cells in muscle biopsies from individuals with DMD. Data are presented as mean ± SEM. The Mann–Whitney test was used for all comparisons (in **A**-**E**, individual comparisons were performed between age-matched WT and DBA/2-mdx mice). Statistical significance is indicated by *p < 0.05; **p < 0.01; ***p < 0.001; and ****p < 0.0001. Scale bars, 50 μm in (**A**,** E**); 2.5 μm in (**F**,** G**); 50 μm in (**K**) (10 μm in amplified image)

DBA/2-mdx mice also reproduce the human DMD fibrotic phenotype in the diaphragm muscle over time [30, 31], which ultimately leads to impaired respiratory function. The diaphragm muscle of DBA/2-mdx mice also exhibited a high number of SA-β-gal⁺ cells and elevated levels of senescence markers at young ages (Fig. 1I, J). In contrast, the number of SA-β-gal⁺ cells in soleus muscle was lower than in the TA and diaphragm muscle (Supplementary Fig. 1A). Similarly, other commonly used senescence markers were reduced in soleus muscle of DBA/2-mdx mice compared to WT at young ages (Supplementary Fig. 1B). These data suggest that senescent cell accumulation in slow-twitch muscles follows a different pattern than in muscles rich in fast-twitch fibers (TA and diaphragm) in the DBA/2-mdx model.

Notably, skeletal muscle biopsies from individuals with DMD also showed increased numbers of SA-β-gal⁺ cells compared with healthy controls, indicating that senescent cells are a feature of both the mdx mouse model and human DMD (Fig. 1K).

### Senescent cell clearance improves dystrophic muscle phenotype in young mice

To investigate the impact of senescent cells on the progression of muscular dystrophy at different disease stages, we treated young (3 months), adult (12 months) and old (> 16 months) DBA/2-mdx mice twice weekly for 8 weeks with either the senolytic cocktail D + Q or vehicle (as a control).

In young mice, D + Q treatment for 2 months reduced the number of SA-β-gal^+^ cells in the TA muscle compared to vehicle-treated controls (Fig. 2A-B). This reduction was accompanied by increased myofiber cross-sectional areas (CSA) (Fig. 2C), a reduced percentage of centrally nucleated fibers (Fig. 2D), decreased fibrosis (Fig. 2E) and functional gains in specific force of the EDL muscle and grip strength (Fig. 2F-G). Similar to its effects in limb muscles, D + Q treatment reduced SA-β-gal⁺ cells in the diaphragm (Fig. 2I), showing increased CSA (Fig. 2J), a lower percentage of centrally nucleated fibers (Fig. 2K) and reduced fibrosis (Fig. 2L). Despite the histological and functional improvements reported in skeletal muscle after D + Q treatment, CK levels in serum did not change compared to vehicle-treated mice (Fig. 2H). Of note, in adult and old mice, the therapeutic effects of senescent cell clearance were progressively less pronounced, correlating with their lower abundance (Supplementary Fig. 2). Reduced fibrosis was only present in the adult mice but not at later disease stages, although a trend towards a functional benefit was also observed in the old D + Q-treated mice (Supplementary Fig. 2).

**Fig. 2:**
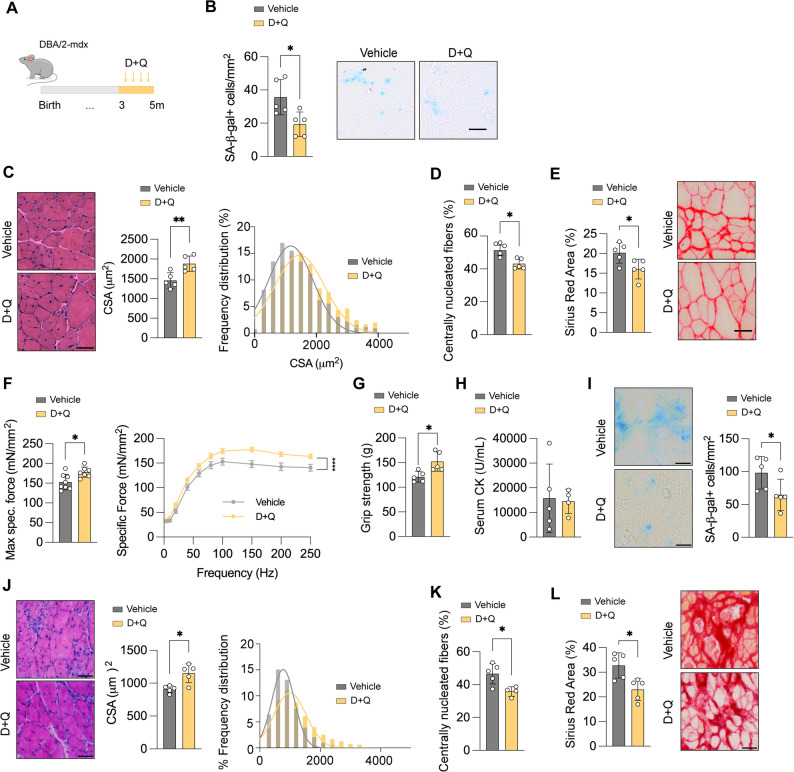
Pharmacological reduction of senescent cells improves skeletal muscle function in young dystrophic mice. **A** Three-month-old DBA/2-mdx mice were treated with vehicle or D + Q twice weekly for 8 weeks. **B–E** Histology from TA; Histology from diaphragm is from **I**-**L**. **B** Quantification and representative images of SA-β-gal⁺ cells in the TA muscle of DBA/2-mdx mice. **C** Mean cross-sectional area (CSA) of fibers and frequency distribution of muscle fiber size in the TA of DBA/2-mdx mice based on H&E-stained sections. **D** Percentage of centrally nucleated fibers in the TA based on H&E-stained sections. **E** Quantification of collagen deposition and representative Sirius Red staining images. **F** Maximum specific force and force–frequency curves of the EDL muscle in vehicle and D + Q–treated mice. **G** Four-limb grip strength. **H** Serum creatine kinase (CK) levels in DBA/2-mdx mice treated with vehicle or D + Q. **I** Quantification and representative images of SA-β-gal⁺ cells in the diaphragm of DBA/2-mdx mice. **J** Mean cross-sectional area (CSA) of fibers and frequency distribution of muscle fiber size in the diaphragm of DBA/2-mdx mice based on H&E-stained sections. **K** Percentage of centrally nucleated fibers in the diaphragm based on H&E-stained sections. **L** Quantification of collagen deposition and representative Sirius Red staining images. Data are presented as mean ± SEM. The Mann–Whitney test was used for all comparisons. Two-way ANOVA was used for the force-frequency curve analysis. Statistical significance is indicated by *p < 0.05; **p < 0.01; ***p < 0.001; and ****p < 0.0001. Scale bars, 50 μm

D + Q treatment reduced the percentage of proliferating satellite cells (Pax7⁺/Ki67⁺) without affecting Pax7⁺/MyoD⁺ cells, indicating that early satellite cell activation and myogenic commitment are preserved (Supplementary Fig. 3). The accompanying reduction in centrally nucleated fibers suggests that newly formed fibers mature more rapidly. Together, these results indicate that senolytic treatment enhances regenerative efficiency by accelerating fiber maturation rather than increasing the initiation of myogenesis.

To further investigate the presence and role of senescent cells in dystrophic muscles, we crossed the DBA/2-mdx strain with the p16-3MR mouse [16], which enables visualization of p16^INK4a^ expressing cells through the expression of a synthetic Renilla luciferase reporter and allows the selective elimination of these cells following GCV treatment in vivo. The resulting DBA/2-mdx^p16−3MR^ mice showed increased luciferase activity in the TA muscle compared to control DBA/2^p16−3MR^ mice (Fig. 3A). DBA/2-mdx^p16−3MR^ mice were treated with GCV during the early disease phase (3–5 months), following the same regimen as D + Q (twice weekly for 8 weeks) (Fig. 3B). Similar to the senolytic treatment, GCV decreased senescent cell numbers (Fig. 3C), resulting in increased CSA (Fig. 3D), a slightly lower percentage of centrally nucleated fibers (Fig. 3E), reduced fibrosis (Fig. 3F) and improved muscle specific force of the EDL muscle and grip strength (Fig. 3G–H). Although the number of SA-β-gal⁺ cells was reduced in the diaphragm of these mice (Fig. 3I) and the percentage of centrally nucleated fibers decreased (Fig. 3J) after GCV treatment, no significant differences in fiber size or fibrosis deposition were detected (Fig. 3K and L). As in the DBA/2-mdx^p16−3MR^ mice GCV only targets the p16 ^INK4a^ cells, the different outcomes seen TA and diaphragm after GCV treatment could be due to the differences in p16 expression in both muscles, which was higher in the TA (Supplementary Fig. 4).

**Fig. 3:**
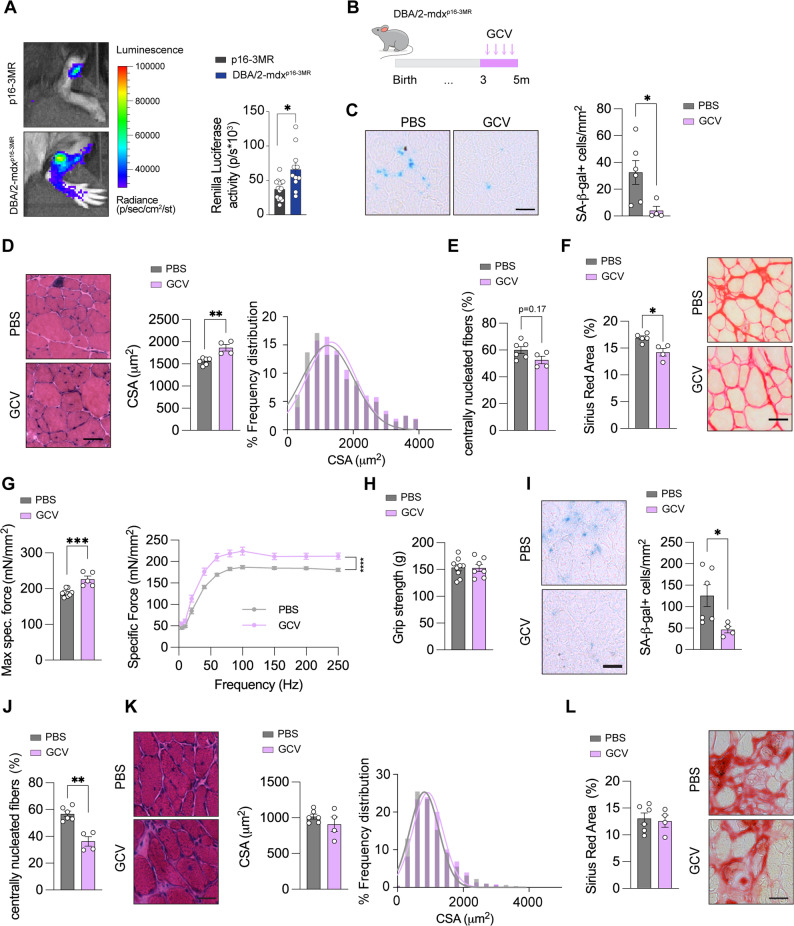
Genetic ablation of senescent cells improves skeletal muscle function in DBA/2-mdx^p16−3MR^ dystrophic mice. **A** Luciferase activity in the TA muscles of young (3–5 months) p16-3MR and DBA/2-mdx^p16−3MR^ mice. **B** Three-month-old DBA/2-mdx^p16−3MR^ mice were treated with PBS or GCV twice weekly for 8 weeks. **C–F** Histology from TA; (**I–L**), histology from diaphragm. **C** Quantification and representative images of SA-β-gal⁺ cells in the TA. **D** Mean cross-sectional area (CSA) of fibers and frequency distribution of muscle fiber size based on H&E-stained sections. **E** Percentage of centrally nucleated fibers in the TA based on H&E-stained sections. **F** Quantification of collagen deposition and representative Sirius Red staining images in the TA. **G** Maximum specific force and force–frequency curves of the EDL muscle in PBS and GCV–treated mice. **H** Four-limb grip strength. **I** Quantification and representative images of SA-β-gal⁺ cells in the diaphragm of DBA/2-mdx^p16−3MR^ mice. **J** Percentage of centrally nucleated fibers in the diaphragm based on H&E-stained sections. **K** Mean cross-sectional area (CSA) of fibers and frequency distribution of muscle fiber size in the diaphragm of DBA/2-mdx^p16−3MR^ mice based on H&E-stained sections. **L** Quantification of collagen deposition and representative Sirius Red staining images. Data are presented as mean ± SEM. The Mann–Whitney test was used for all comparisons. Two-way ANOVA was used for the force-frequency curve analysis. Statistical significance is indicated by *p < 0.05; **p < 0.01; ***p < 0.001; and ****p < 0.0001. Scale bars, 50 μm

To investigate the molecular effects of senescent cell reduction in young dystrophic mice, we conducted bulk RNA-seq on TA muscles. 

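RNA was taken from TA muscles of DBA/2-mdx mice, a strain that lacks dystrophin and develops severe muscular dystrophy, after 2 months of treatment. The mice were 3 months old at the start and 5 months old at collection. They received vehicle or D + Q 2 times per week, with dasatinib at 5 mg/kg and quercetin at 50 mg/kg. The sample labels give 4 D + Q–treated and 4 vehicle-treated mice, while the heatmaps in Fig. 4D and Fig. 6A show 3 vehicle columns. The paper's text does not name the vehicle mice in those panels, so all 4 were used and the values of single mice are given where a gene is discussed. All 4 D + Q–treated mice were male, and the vehicle group had 2 males (replicates 1 and 3) and 2 females (replicates 2 and 4). Expression of Xist and of 4 Y-linked genes matched the labelled sex in all 8 mice.
The authors quantified the reads against GRCm39 and deposited TPM, a value scaled to the same total in every library, for 56980 genes, listed by Ensembl identifier. TPM sums to 1000000 in every library and keeps no depth, so the depth of each library is unknown. Between 21830 and 24146 genes were above 0 in the D + Q group (median 22928.5) and between 23956 and 24393 in the vehicle group (median 24150.5). The 16298 genes with at least 0.5 TPM in at least 3 of the 8 mice were tested with limma on log2(TPM + 0.5), with 1 surrogate variable in the model as in the paper's design. Fold changes are on this scale, which understates changes of genes with low TPM. A gene counted as a DEG at an adjusted p-value (Benjamini-Hochberg) under 0.05 and an absolute log2 fold change above 0.5. The paper tested counts with DESeq2 after a filter on counts, and neither the counts nor that filter enter these values.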

D + Q– and vehicle-treated groups were transcriptionally distinct, separating along the first principal component in the principal component analysis (PCA) plot (Fig. 4A). 

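PCA was run on the 500 most variable genes after the surrogate variable had been removed with limma's removeBatchEffect and treatment kept in the design. The first component carried 26.0% of the variance and the second 20.6%. The groups overlapped on the first component, where the 4 D + Q–treated mice lay between -16.4 and 14.9 and the 4 vehicle-treated mice between -28.4 and 9.73. The share of first-component variance between the groups was 6.06%, and 23 of the 35 splits of the 8 mice into groups of 4 gave a share as large (exact permutation test, p = 0.657, with correction and PCA repeated for each split). Leaving out vehicle replicate 3 moved this share most, to 47.0% (exact permutation test, p = 0.343). Fig. 4A may rest on 3 vehicle mice, as the heatmaps do, and its set of mice would then differ from the set used here.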

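With all 8 mice, 0 genes were higher and 0 were lower in D + Q–treated TA at the thresholds above. The smallest adjusted p-value from limma was 0.999. At an unadjusted p-value under 0.05 and the same minimum fold change, 80 genes were higher and 280 were lower. The balance between the directions moved with the settings, to 104 and 173 with median-of-ratios scaling, which moved the median log2 fold change of all genes from -0.07 to 0.0028, and to 58 and 102 with sex in place of the surrogate variable. When each mouse was left out in turn, these unadjusted counts ran from 75 and 142 without D + Q replicate 3 to 149 and 789 without vehicle replicate 3. Without regard to fold change, 488 of the 16298 genes had an unadjusted p-value under 0.05, against 815 from chance alone. In simulated data with independent noise of the same spread between mice, the same test found 78 of 200 genes changed by 1 on the log2 scale and 175 of 200 genes changed by 2. In the real TA mice, variation was shared between genes, with 31.5% of that within the groups on 1 component. The simulated counts therefore do not give the power of the real fit. TPM of all 4 D + Q–treated mice lay above all 4 vehicle-treated mice for 43 genes and below them for 204 genes, together 1.52% of the genes tested, where chance gives 2.86%. The replicate number does not pair the mice, which are different animals. The deviations of same-numbered mice from their group means had a mean correlation across genes of -0.12, against 0.04 for mice with different numbers. With the replicate number as a block in place of the surrogate variable, 0 genes were higher and 0 were lower. Across the 8 fits that each left out 1 mouse, the number of DEGs was at most 1 in either direction.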

A total of 549 and 212 differentially expressed genes (DEGs) were up- and downregulated, respectively, in D + Q–treated muscle compared with controls (Fig. 4B). Levels of selected up- and downregulated genes were assessed by qPCR to corroborate the sequencing data (Fig. 4C). 

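Of 10 genes in the heatmap of Fig. 4D (Sdc4, Hmox1, Rcan1, Mmp19, Il33, Myd88, Tgm2, Ccl2, Adam8 and Phlda1), 9 had a positive log2 fold change and 1 a negative one, from -0.21 for Ccl2 to 0.47 for Adam8. None was a DEG, and all 10 adjusted p-values from limma were 0.999. For each of the 10 genes the TPM of the groups overlapped. Sdc4 (ENSMUSG00000017009), on chromosome 2 of GRCm39 from 164266025 to 164285807, had the smallest p-value of the list. Its TPM was 51.0 ± 32.9 (SD, n = 4) with D + Q and 28.6 ± 15.8 (SD, n = 4) with vehicle, a log2 fold change of 0.35 (standard error 0.15). In single mice, Sdc4 was at 94.1, 26.5, 24.1 and 59.4 TPM in D + Q replicates 1 to 4 and at 23.2, 20.5, 52.2 and 18.5 TPM in vehicle replicates 1 to 4. Il33 (ENSMUSG00000024810, chromosome 19, 29902483 to 29938933) was at 66.2, 4.84, 3.36 and 25.6 TPM with D + Q and at 6.04, 4.03, 27.2 and 2.75 TPM with vehicle. Ccl2 (ENSMUSG00000035385, chromosome 11, 81926397 to 81928279) was at 143, 7.77, 1.88 and 53.7 TPM with D + Q and at 13.8, 5.40, 53.8 and 2.79 TPM with vehicle. In these 3 genes, D + Q replicates 1 and 4 and vehicle replicate 3 had the 3 highest values. The surrogate variable was also highest in those 3 mice (0.70, 0.23 and 0.30), and without it the log2 fold change of Ccl2 was 0.84 in place of -0.21. The mean log2 fold change of the 10 genes was 0.22, against 0.77 without the surrogate variable. With males only and no surrogate variable the mean was 0.11. When each vehicle mouse was left out, the mean ran from 0.15 without replicate 4 to 0.46 without replicate 3.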

Among the most significant upregulated DEGs were genes associated with muscle function and regeneration (*Il33*,* Myd88*,* Tgm2*,* Ccl2*,* Adam8* and *Phlda1*) [32–37] and fibrosis attenuation (*Sdc4*,* Hmox1*,* Rcan1*,* Mmp19*) [38–41] (Fig. 4D). The most significant downregulated DEGs included genes associated with muscle atrophy (*Ppargc1b*,* Aox1*) [42, 43], regenerative dysfunction (*Gas1*) [44] and fibrosis (*Adam19*,* Adam33*,* Sertad4*) [45–47] (Fig. 4D). 

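All 6 genes had a negative log2 fold change in D + Q–treated TA, from -0.78 for Sertad4 to -0.32 for Aox1, and none was a DEG (limma, adjusted p-values of 0.999). The groups overlapped for each of them. Sertad4 (ENSMUSG00000016262), on chromosome 1 of GRCm39 from 192524569 to 192538399, had 3.04 ± 0.789 TPM (SD, n = 4) with D + Q and 6.23 ± 2.20 TPM (SD, n = 4) with vehicle, with a standard error of 0.25 for its log2 fold change. Its TPM was 2.08, 2.85, 3.26 and 3.97 in D + Q replicates 1 to 4 and 7.38, 8.54, 3.53 and 5.48 in vehicle replicates 1 to 4, so vehicle replicate 3 alone fell within the range of the D + Q group. Its log2 fold change stayed between -1.03 and -0.65 when each mouse was left out in turn. Adam33 (ENSMUSG00000027318, chromosome 2, 130892511 to 130905782) was low in all mice, at 0.502 ± 0.316 TPM (SD, n = 4) with D + Q and 1.29 ± 0.592 TPM (SD, n = 4) with vehicle, a log2 fold change of -0.68 (standard error 0.25). Ppargc1b (ENSMUSG00000033871, chromosome 18, 61431195 to 61533735) had 8.01 ± 0.757 TPM (SD, n = 4) with D + Q. Its vehicle values were 14.0, 17.0, 7.16 and 12.3 TPM, with replicate 3 again the lowest. The log2 fold changes of Gas1, Adam19 and Aox1 were -0.38, -0.34 and -0.32.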

Collectively, these results indicate that senescent cell reduction in dystrophic mice promotes muscle health through multiple pathways, including the decreased expression of deleterious and pro-fibrotic genes and increased expression of genes involved in muscle repair and fibrosis attenuation. These molecular changes correlate with the histological findings (Fig. 2) that showed that muscle from D + Q–treated mice exhibited reduced fibrosis deposition and a lower percentage of centrally nucleated regenerating fibers. 

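Averaged over the 10 genes that Fig. 4D shows as upregulated, log2(TPM + 0.5) was 4.60 ± 1.35 (SD, n = 4) with D + Q and 3.83 ± 0.980 (SD, n = 4) with vehicle, a difference smaller than the spread between mice (exact permutation test, two-sided, p = 0.343). Over the 6 genes shown as downregulated, it was 2.40 ± 0.233 (SD, n = 4) with D + Q and 3.02 ± 0.458 (SD, n = 4) with vehicle (exact permutation test, two-sided, p = 0.0857). The smallest p-value that 4 mice against 4 allow is 0.0286. These lists are the paper's own choice from the same mice, so neither comparison is an independent test of them.

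**Figure D1:**
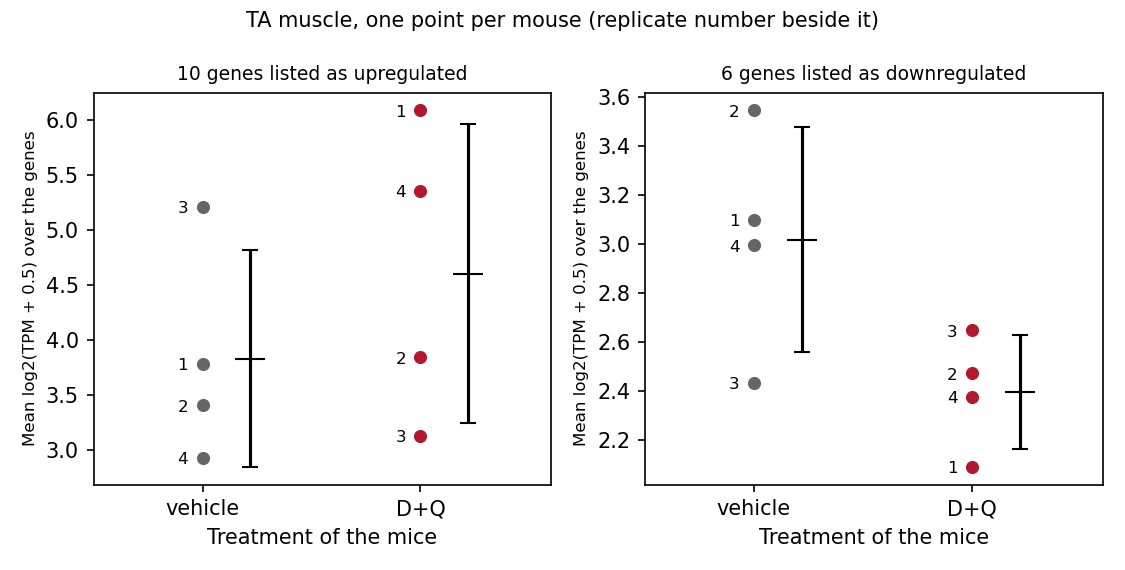
Mean log2(TPM + 0.5) in TA over the 10 genes listed as upregulated (left) and the 6 genes listed as downregulated (right). Each point is 1 mouse with its replicate number, and the bars show the mean and SD of each group. Vehicle replicate 3 lies at 5.21 for the upregulated genes and at 2.43 for the downregulated genes, within the range of the D + Q–treated mice in both plots.

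For genes of the extracellular matrix in general, a list of 12 genes (Col1a1, Col1a2, Col3a1, Col5a1, Col6a1, Fn1, Postn, Lox, Timp1, Sparc, Thbs4 and Bgn) was set before the data were examined. Its mean log2(TPM + 0.5) was 6.83 ± 0.486 (SD, n = 4) with D + Q and 7.09 ± 0.245 (SD, n = 4) with vehicle, and the groups overlapped (exact permutation test, two-sided, p = 0.343). In the model with the surrogate variable, all 12 genes had a negative log2 fold change, from -0.59 to -0.18, and 4 (Timp1, Bgn, Col6a1 and Col5a1) had an unadjusted p-value under 0.05, but 0 had an adjusted one under 0.05 over the list or over all genes (limma). All 12 were negative with median-of-ratios scaling as well, whereas 10 were without the surrogate variable and 9 with sex in its place. Across 6 genes of muscle regeneration (Myh3, Myh8, Pax7, Myod1, Myog and Mki67), the corresponding means were 3.41 ± 0.185 (SD, n = 4) and 3.36 ± 0.272 (SD, n = 4) (exact permutation test, two-sided, p = 0.743). From its DEGs and their known functions, the paper concludes that reducing senescent cells favours muscle health, with lower expression of deleterious and pro-fibrotic genes and higher expression of genes of repair and of fibrosis attenuation.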

Notably, other enriched pathways seen in our RNA-seq data are similar to those reported by Novais and colleagues [48] after D + Q treatment in the intervertebral disc degeneration model, including upregulation of cell death regulation, cell adhesion and response to stress, and downregulation of processes related to RNA transcription (Fig. 4E).

**Fig. 4:**
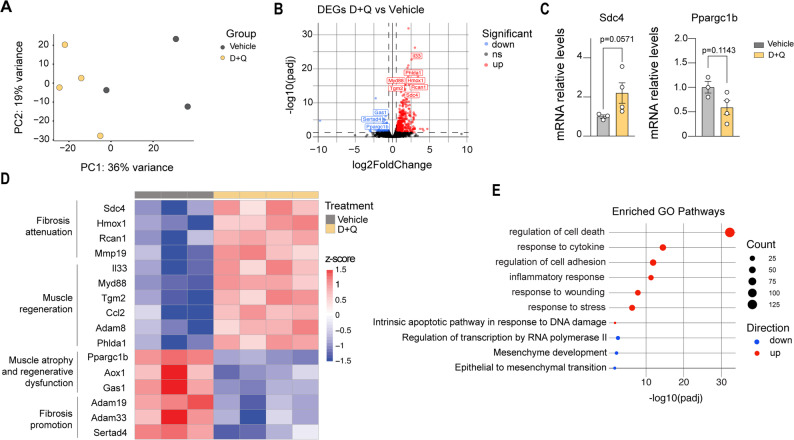
Transcriptomic changes in TAs of DBA/2-mdx mice after D + Q treatment for 2 months in young mice. **A** Principal component analysis (PCA) plot of gene expression data of TAs from vehicle- and D + Q–treated mice. **B** Volcano plot of differentially expressed genes (DEGs; adj *p* < 0.05 and log2FoldChange > 0.5) comparing D + Q– vs. vehicle-treated TAs. **C** qPCR levels of selected genes upregulated or downregulated in the RNA-seq. **D** Heatmap showing selected up- and downregulated DEGs in the D + Q group related to muscle-relevant functions. **E** Dot plot representing selected enriched GO pathways in D + Q vs. vehicle TAs. In (C), data are presented as mean ± SEM. The Mann–Whitney test was used for all comparisons. Statistical significance is indicated by *p < 0.05

### Reduction of senescent cells in adult dystrophic mice improves cardiac pathology

The DBA/2-mdx hearts showed a progressive increase in fibrosis (Fig. 5A) and accumulation of SA-β-gal⁺ cells with age (Fig. 5B). Unlike skeletal muscle, cardiac muscle did not exhibit senescent cells at young ages (3 to 5 months) (Fig. 5B). The hearts of WT mice exhibited an age-related increase in SA-β-gal⁺ cells, although the number of these cells was consistently higher in DBA/2-mdx hearts (Fig. 5B). Notably, a higher abundance of SA-β-gal⁺ cells was observed in the ventricles compared with the atria (data not shown), suggesting regional variation possibly due to increased mechanical and physiological stress. Elevated mRNA levels of various senescence markers, including the cyclin-dependent kinase inhibitors p16 and p19, as well as pro-inflammatory factors associated with the SASP (IL-6, IFNγ, TNFα, and IL-1β), were observed in the hearts of adult DBA/2-mdx mice compared to WT (Fig. 5C).

**Fig. 5:**
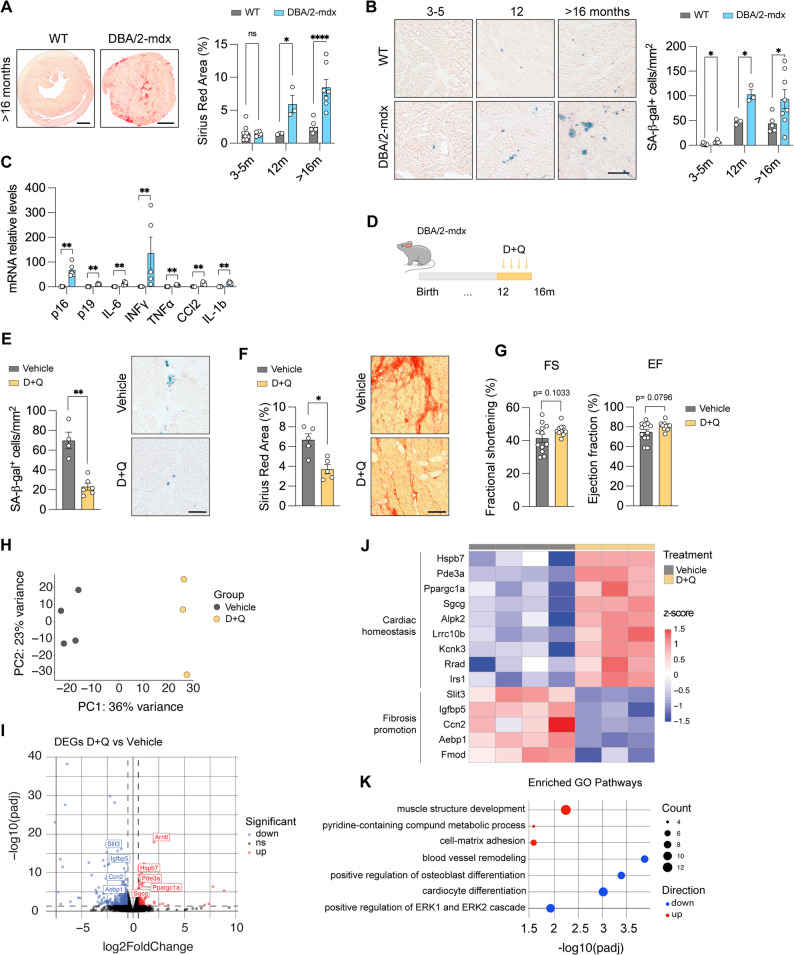
Senolytic treatment improves heart pathology in dystrophic mice at advanced disease stages. **A** Collagen quantification by Sirius Red staining in the hearts of wild-type (WT) and DBA/2-mdx mice at the indicated ages. Representative images of aged hearts from both genotypes are shown. **B** SA-β-gal⁺ cell number and representative pictures of heart sections from wild-type (WT) or DBA/2-mdx mice at each age group. **C** Relative RNA levels of senescent markers in the hearts of WT and DBA/2-mdx mice at adult ages (12 months) assessed by RT-qPCR. **D** 12-month-old DBA/2-mdx mice were treated twice weekly for 4 months with D + Q or vehicle. **E** Quantification of SA-β-gal⁺ cells and representative images of the hearts after treatment with vehicle or D + Q. **F** Collagen deposition in hearts from mice treated with vehicle or D + Q. **G** Fractional shortening (FS) and ejection fraction (EF) of hearts assessed by echocardiography. Data are presented as mean ± SEM. The Mann–Whitney test was used for all comparisons (in **A** and **B**, individual comparisons were performed between age-matched WT and DBA/2-mdx mice). The unpaired Student’s *t*-test was used in (**F)**. Statistical significance is indicated by *p < 0.05; **p < 0.01; ***p < 0.001; and ****p < 0.0001. Scale bar in (**A**) is 1 mm. Scale bars in (**B**, **E**, **F**), 50 μm. **H** Principal component analysis (PCA) plot of gene expression data of hearts from mice treated with vehicle or D + Q. **I** Volcano plot of differentially expressed genes (DEGs; adj *p* < 0.05 and |log2FoldChange| > 0.5) comparing D + Q– and vehicle-treated hearts. **J** Heatmap showing selected up- or downregulated DEGs in the D + Q group related to cardiac-relevant functions. **K** Dot plot representing selected enriched GO pathways in D + Q vs. vehicle hearts

As the greatest therapeutic benefit of senolysis in skeletal muscle was observed when the senescent cell burden was highest, we treated aged DBA/2-mdx mice (12 months) with D + Q twice weekly for four months to evaluate its effects on cardiac pathology (Fig. 5D). D + Q treatment significantly reduced the number of SA-β-gal⁺ cells (Fig. 5E) and decreased cardiac fibrosis (Fig. 5F). Echocardiography at the end of the treatment period also revealed a trend toward functional improvement, reflected by slight increases in the ejection fraction (EF; the percentage of blood ejected from the ventricle during systole) and fractional shortening (FS; the percentage reduction in ventricular diameter from diastole to systole) in D + Q–treated mice (Fig. 5G, Supplementary Table 2). The modest improvements in EF and FS, which reflect ventricular function, may be explained by the higher burden of senescent cells in the ventricles compared with the atria in the DBA/2-mdx model and may reflect the need of longer treatments to improve heart function in addition of the morphological improvement.

Bulk RNA-seq of cardiac tissue from DBA/2-mdx mice treated with vehicle or D + Q for four months showed distinct transcriptional profiles in the PCA plot (Fig. 5H), with 177 genes upregulated and 386 downregulated in D + Q-treated mice (Fig. 5I). 

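The hearts came from DBA/2-mdx mice that were 12 months old at the start and 16 months old at collection. The labels give 3 D + Q–treated mice (2 females and 1 male) and 4 vehicle-treated mice (2 females and 2 males). Expression of Xist and of the Y-linked genes matched the labelled sex in 6 of the 7 mice. The D + Q library labelled male (replicate 3) had 47.2 TPM of Xist and at most 0.0279 TPM of any of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, whereas the vehicle males had at least 7.58 TPM of each. Between 22579 and 22818 genes were above 0 in the D + Q hearts and between 24089 and 25378 in the vehicle hearts. The 10 most abundant genes took from 45.4% to 47.3% of the TPM in the D + Q hearts and from 50.1% to 50.7% in the vehicle hearts.
The 16132 genes with at least 0.5 TPM in at least 3 hearts were tested as in TA, with labelled sex as the covariate, as in the paper's design. In the PCA corrected for sex, the first component carried 33.8% of the variance and separated the groups. The 3 D + Q hearts lay between 11.6 and 20.3 and the 4 vehicle hearts between -19.1 and -6.75. The share of its variance between the groups was 92.6%. Of the 35 splits of the 7 hearts, 2 gave a share as large, the real split included, and the other one set vehicle replicates 2 and 3 with D + Q replicate 1 (exact permutation test, p = 0.0571, where the smallest possible is 0.0286). Without correction for sex the share was 88.4%, and 1 of the 35 splits, the real one, reached it (exact permutation test, p = 0.0286). Whether the separation passes 0.05 thus depends on the correction. The other split, at 95.5%, set apart only hearts labelled female, so it largely overlaps the covariate that was removed. That covariate also holds the label that expression contradicts in D + Q replicate 3. At the thresholds above, 17 genes were higher and 34 were lower in D + Q hearts. These counts were 64 and 72 without vehicle replicate 3. They were 0 and 0 without vehicle replicate 2, where 205 and 458 genes had an unadjusted p-value under 0.05 and the same minimum fold change, and also 0 and 0 with all 7 hearts and no filter on low values, where 248 and 706 did. With all 7 hearts, 210 higher and 612 lower genes had an unadjusted p-value under 0.05 and the same minimum fold change. Without regard to fold change or p-value, TPM of all 3 D + Q hearts lay above all 4 vehicle hearts for 1553 genes and below them for 898, together 15.2% of the genes tested, where chance gives 5.71%. With sex read from Xist and the Y-linked genes in place of labelled sex, an alternative chosen after the data had been seen, 3 genes were higher and 22 were lower. From the PCA plot in Fig. 5H, the paper states that the transcriptional profiles of the groups were distinct.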

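Hspb7 (ENSMUSG00000006221), on chromosome 4 of GRCm39 from 141148090 to 141152625, had 984 ± 56.9 TPM (SD, n = 3) with D + Q and 569 ± 85.7 TPM (SD, n = 4) with vehicle, a log2 fold change of 0.82 (standard error 0.11, limma adjusted p = 0.0445). Pde3a (ENSMUSG00000041741, chromosome 6, 141194888 to 141453174) had 33.02 ± 2.74 TPM (SD, n = 3) and 22.2 ± 1.09 TPM (SD, n = 4), a log2 fold change of 0.53 (standard error 0.06, limma adjusted p = 0.0284). Kcnk3 and Ctnnal1 were DEGs as well, with log2 fold changes of 0.52 and 0.68. Ppargc1a (ENSMUSG00000029167, chromosome 5, 51611592 to 51725068) had 65.6 ± 10.9 TPM (SD, n = 3) against 34.8 ± 6.99 TPM (SD, n = 4), a log2 fold change of 0.89 (standard error 0.16, limma adjusted p = 0.0908). Alpk2, Lrrc10b, Rrad and Irs1 also rose past the minimum fold change, with log2 fold changes of 0.60, 1.42, 0.64 and 0.62 and adjusted p-values from 0.0597 to 0.0999 (limma). For Hspb7, Pde3a, Kcnk3, Ctnnal1, Ppargc1a, Alpk2, Lrrc10b, Rrad and Irs1, all 3 D + Q hearts were above all 4 vehicle hearts. The paper selected these genes from the same hearts, so the separation is not an independent test of them. The log2 fold change of Hspb7 stayed between 0.73 and 1.01 when each heart was left out in turn, and its adjusted p-value was above 0.05 in all 7 of those fits. With a score of atrial genes as covariate in place of sex, an alternative chosen after the data had been seen in which the score had a correlation of -0.949 with treatment, the log2 fold change of Hspb7 in heart was -8.9e-05. In that fit the other genes named here for higher expression kept a positive log2 fold change, from 0.38 for Rrad in heart to 1.53 for Lrrc10b in heart, and none was a DEG.
Arntl, a gene of the circadian clock that Fig. 5I labels, had 9.41 ± 0.827 TPM (SD, n = 3) with D + Q and 2.23 ± 0.751 TPM (SD, n = 4) with vehicle, a log2 fold change of 1.85 (standard error 0.20, limma adjusted p = 0.0284). Of the 10 clock genes that peak in antiphase to Arntl on a list set before the data were examined, all 10 were lower in every D + Q heart than in every vehicle heart, and 7 of them were DEGs.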

Several of the most significantly upregulated DEGs play key roles in maintaining cardiac function, particularly contractile performance, by regulating cardiomyocyte mechanotransduction, preserving intercalated disc integrity and modulating actin cytoskeleton organization (e.g., *Hspb7*,* Pde3a*,* Ppargc1a*,* Sgcg*,* Alpk2*,* Lrrc10b*,* Kcnk3*,* Rrad*,* Irs1*, and *Ctnnal1*) [49–60] (Fig. 5I).

Analogous to the TA results, the top downregulated DEGs included pro-fibrotic genes (*Slit3*,* Igfbp5*,* Ccn2*,* Aebp1*,* Fmod60) *[61–65] (Fig. 5J). 

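All 5 genes, which the paper selected from these same hearts, were lower in every D + Q heart than in every vehicle heart. Slit3 (ENSMUSG00000056427), on chromosome 11 of GRCm39 from 35011789 to 35602786, had 4.10 ± 0.283 TPM (SD, n = 3) with D + Q and 9.20 ± 0.965 TPM (SD, n = 4) with vehicle, a log2 fold change of -1.06 (standard error 0.11, limma adjusted p = 0.0284). Igfbp5 (ENSMUSG00000026185, chromosome 1, 72897091 to 72914043) had 51.8 ± 5.96 TPM (SD, n = 3) and 75.7 ± 8.70 TPM (SD, n = 4), a log2 fold change of -0.59 (standard error 0.06, limma adjusted p = 0.0284). Ccn2, Aebp1 and Fmod had log2 fold changes of -0.90, -0.65 and -1.25, with adjusted p-values of 0.0934, 0.0614 and 0.0934 (limma). The log2 fold change of Slit3 stayed between -1.16 and -0.92 when each heart was left out in turn, while its adjusted p-value stayed under 0.05 in 1 of those 7 fits. With the atrial covariate used for Hspb7, the log2 fold changes of Igfbp5 in heart and Ccn2 in heart were 0.15 and 0.60, while those of Slit3 in heart, Aebp1 in heart and Fmod in heart were -1.32, -0.05 and -0.97, and none of the 5 was a DEG.

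**Figure D2:**
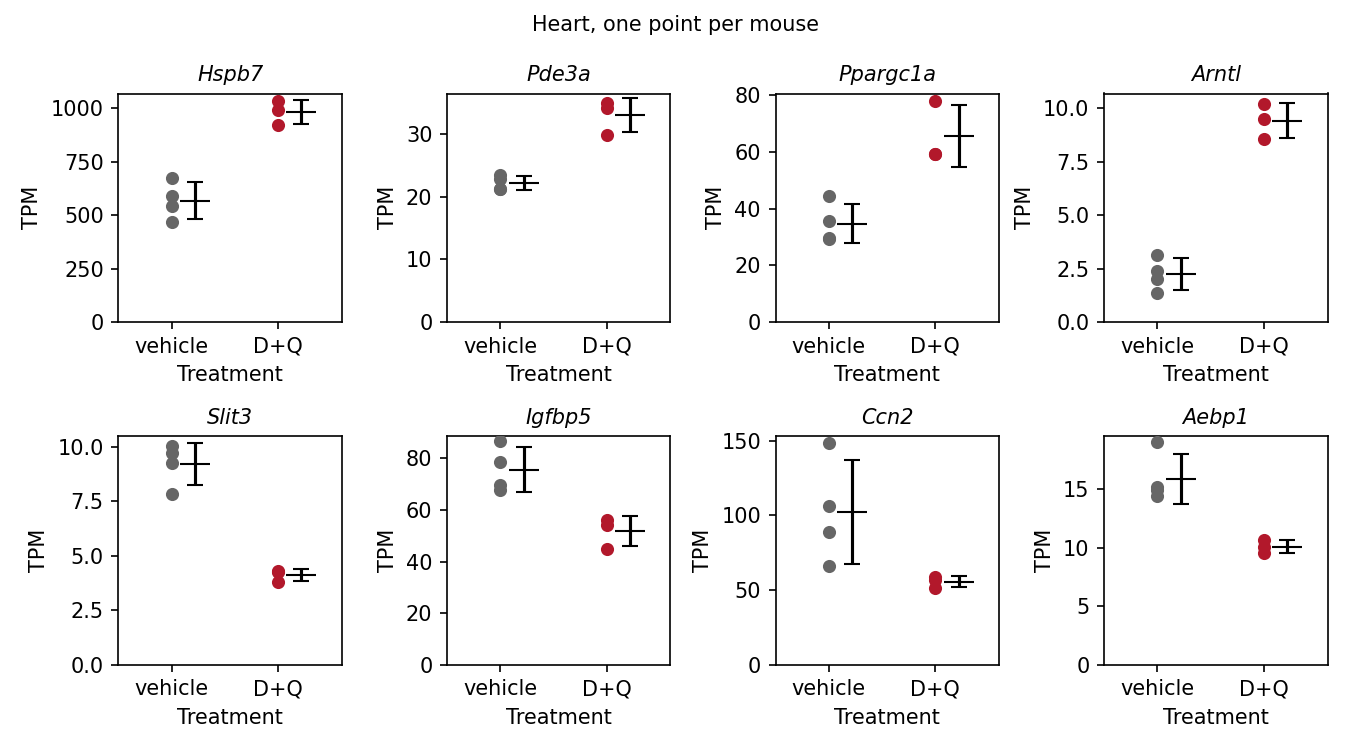
TPM in the heart of 8 genes the paper names for the heart. Each point is 1 mouse, and the bars show the mean and SD of the 4 vehicle-treated and 3 D + Q–treated mice. For Slit3 the D + Q hearts lie between 3.77 and 4.28 TPM and the vehicle hearts between 7.83 and 10.0 TPM.

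The 3 lowest log2 fold changes among the DEGs belonged to Myl7, Myl4 and Sln, genes on the list for atrial muscle that the paper does not discuss. Myl7 had 94.1, 730.1, 541 and 283 TPM in vehicle replicates 1 to 4 and 3.99, 4.54 and 3.46 TPM in the D + Q replicates, a log2 fold change of -6.38 (standard error 0.46, limma adjusted p = 0.00904). Myl4 and Sln had log2 fold changes of -6.12 and -5.46.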

Other enriched pathways in hearts of D + Q-treated mice included upregulation of muscle structure development, metabolic process and cell-matrix adhesion (Fig. 5K). 

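For the 12 extracellular matrix genes listed for TA, mean log2(TPM + 0.5) in the heart was 4.40 ± 0.229 (SD, n = 3) with D + Q and 4.81 ± 0.235 (SD, n = 4) with vehicle, a difference of -0.41 (exact permutation test, two-sided, p = 0.0857). The ranges overlapped, with one D + Q heart at 4.67 and the lowest vehicle heart at 4.61. With TPM rescaled by median-of-ratios factors, the difference was -0.42 and the exact permutation p was 0.0286, the smallest that 3 hearts against 4 allow. All 12 genes had a negative log2 fold change, none was a DEG, and 7 had an adjusted p-value under 0.05 when the adjustment covered the list alone (limma). All 12 stayed negative with median-of-ratios scaling, and 6 of them did with the atrial covariate.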

Collectively, these results demonstrate that senescent cell clearance reduced cardiac fibrosis and activated transcriptional programs that promote cardiac function and reduce fibrosis, providing molecular support for the beneficial effects of D + Q in dystrophic hearts.

### Senolysis modulates similar pathways in cardiac and skeletal muscle of dystrophic mice

Comparing the transcriptional signatures of D + Q in the heart and skeletal muscle of dystrophic mice revealed a shared signature containing known modulators of skeletal and cardiac muscle health. 

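The comparison covered the 14914 genes tested in both TA and heart. Since no gene was a DEG in TA with all 8 mice, 0 genes were higher and 0 were lower in both tissues at the paper's thresholds. At an unadjusted p-value under 0.05 and an absolute log2 fold change above 0.5 in each tissue, 7 genes were higher in both, 24 were lower in both and 17 moved in opposite directions. If the genes were independent, chance would give 0.578 and 7.91 genes (Fisher's exact test, p = 1.66e-06 for higher and p = 1.35e-06 for lower genes). Genes are not independent replicates, and when the 8 TA mice were split in other ways, 17 of the 35 splits shared as many genes with the heart, the real split included. Each other split was scored in whichever direction of its groups shared more genes, and the real split only in its own. The comparison thus favours the other splits. Of the 16 genes in Fig. 6A, 15 had the direction of the figure in TA and 16 in the heart. Under an unadjusted p-value of 0.05 there were 4 of the 16 in TA and 16 in the heart. The paper chose these genes from the same mice, so neither their directions nor these counts are an independent test.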

Shared upregulated DEGs between the heart and skeletal muscle included genes associated with cardiac homeostasis (e.g., *Alpk2*,* Hcn4*) [55, 66] and DNA repair (*Ercc1*) [67] (Fig. 6A). 

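Alpk2 (ENSMUSG00000032845, chromosome 18, 65398597 to 65527137) had 40.5 ± 26.8 TPM (SD, n = 4) with D + Q and 22.0 ± 7.42 TPM (SD, n = 4) with vehicle in TA, where the groups overlapped and the log2 fold change was 0.30 (standard error 0.23). In the heart its TPM was 53.4 ± 2.82 (SD, n = 3) with D + Q and 34.98 ± 3.60 (SD, n = 4) with vehicle (limma adjusted p = 0.0623). Hcn4 (ENSMUSG00000032338, chromosome 9, 58730132 to 58770458) was low in both tissues. In TA it was at 2.70, 1.26, 1.38 and 1.27 TPM with D + Q and at 0.947, 0.945, 1.71 and 0.690 TPM with vehicle. In the heart its log2 fold change was 0.48 (standard error 0.16, limma adjusted p = 0.196). Ercc1 (ENSMUSG00000003549, chromosome 7, 19075881 to 19090450) had a log2 fold change of 0.18 (standard error 0.16) in TA and 0.58 (standard error 0.10, limma adjusted p = 0.0908) in the heart. The largest fold change of the list in TA was that of Tent5b, at 1.28 ± 0.329 TPM (SD, n = 4) with D + Q and 0.501 ± 0.221 TPM (SD, n = 4) with vehicle, and it was the only one of these 8 genes whose TA groups did not overlap.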

Downregulated DEGs included genes associated with defective muscle regeneration via MuSC dysfunction (*Gas1*) [68] and inhibition of MuSC activation (*Pik3ip1*) [69] (Fig. 6A). 

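In TA, Gas1 (ENSMUSG00000052957, chromosome 13, 60322219 to 60325179) had 13.3 ± 4.38 TPM (SD, n = 4) with D + Q and 19.9 ± 6.37 TPM (SD, n = 4) with vehicle, and vehicle replicate 3 was the lowest of its group at 12.7 TPM. In the heart, Gas1 had 9.70 ± 0.886 TPM (SD, n = 3) with D + Q and 14.5 ± 2.10 TPM (SD, n = 4) with vehicle, a log2 fold change of -0.55 (standard error 0.13, limma adjusted p = 0.112). Pik3ip1 (ENSMUSG00000034614, chromosome 11, 3280401 to 3292971) had a log2 fold change of -0.42 (standard error 0.30) in TA, with overlapping groups. In the heart it was at 15.6 ± 2.07 TPM (SD, n = 3) with D + Q and 24.0 ± 3.76 TPM (SD, n = 4) with vehicle (limma adjusted p = 0.117). All 3 D + Q hearts were below all 4 vehicle hearts for both genes.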

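Piezo2 (ENSMUSG00000041482, chromosome 18, 63143284 to 63520260) was below every vehicle-treated mouse in every D + Q–treated mouse of both tissues. In TA it had 1.22 ± 0.0441 TPM (SD, n = 4) with D + Q and 2.31 ± 1.03 TPM (SD, n = 4) with vehicle, a log2 fold change of -0.58 (standard error 0.26). In the heart it had 0.338 ± 0.0551 TPM (SD, n = 3) with D + Q and 0.928 ± 0.121 TPM (SD, n = 4) with vehicle, a log2 fold change of -0.74 (standard error 0.15, limma adjusted p = 0.0977). In TA, where all D + Q–treated mice were male, Piezo2 was at 2.79 and 3.52 TPM in the vehicle females. The vehicle males had 1.34 and 1.57 TPM. Its TA log2 fold change was -0.18 with sex in place of the surrogate variable. When each TA mouse was left out in turn, it ran from -0.75 to -0.23. Heart TPM of Sertad4 was 2.77, 2.43 and 1.98 with D + Q and 2.33, 5.15, 3.55 and 2.98 with vehicle, so the groups overlapped there as they did in TA, and its log2 fold change in the heart was -0.51 (standard error 0.16, limma adjusted p = 0.176).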

*Piezo2* and *Sertad4* were also downregulated in both tissues after D + Q treatment; both genes are involved in fibroblast activation and their differentiation into myofibroblasts [70, 71]. Overall, even with distinct muscle tissues and treatment timings, D + Q treatment induced a common transcriptional signature in both the heart and TA, reflecting the beneficial effects of senescent cell reduction in dystrophic mice.

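Across the 14914 genes tested in both tissues, the log2 fold changes of TA and heart had a Pearson correlation of 0.116 and a Spearman correlation of 0.186, and 56.3% of the genes moved in the same direction. These are correlations across genes, which are not independent replicates. A model of all 15 libraries with sex as covariate tested whether the response to D + Q differed between the tissues. The model covered 17868 genes with at least 0.5 TPM in at least 3 of the 15 libraries and gave 11 genes with an adjusted p-value under 0.05 (limma), 1 with a higher and 10 with a lower response in the heart, among them Arntl, Per2, Myl4, Myl7 and Sln. Of the 11, 6 (Gm23734, Myl7, Gm56431, Mybphl, Tubb1 and Ryr3) were under the filter on low values in TA, so a difference in response cannot be told apart from low expression in TA for them. In 10 of 100 splits of the mice within each tissue the model gave as many genes, the real split included. None of the 16 genes in Fig. 6A was among the 11. The tissues also differ in the age of the mice and the length of treatment, which cannot be told apart from the tissue in this design. The paper states that D + Q induced a transcriptional signature common to both tissues despite their different treatment timings.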

**Fig. 6:**
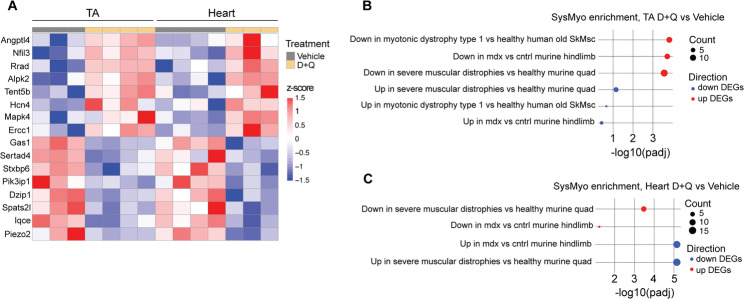
D + Q treatment in dystrophic mice activates a similar transcriptomic signature in skeletal muscle and heart. **A** Heatmaps showing the expression of shared up- and downregulated DEGs in TA and heart from vehicle- or D + Q–treated DBA/2-mdx mice. Vehicle, gray; D + Q, yellow. **B**, **C** Dot plots showing selected enriched pathways from the SysMyo gene sets in the TA (**B**) and heart (**C**) after D + Q treatment of DBA/2-mdx mice

Finally, over-representation analysis with the SysMyo gene sets, which include signatures of muscle pathology and physiology [72], showed that DEGs in the D + Q group for both TA and the heart were enriched for genes typically downregulated in mdx or other muscular dystrophies (Fig. 6B, C; Supplementary Fig. 5). This finding aligns with the observed histological and functional improvements seen in TA (Fig. 2B–G) and the heart (Fig. 5).

## Discussion

Our results demonstrate that senescent cells accumulate in both skeletal and cardiac muscles of DBA/2-mdx mice and exert detrimental effects in both tissues, as evidenced by the histological and functional improvements observed following their clearance. Senescent cell accumulation in dystrophic striated muscles follows a distinct trajectory throughout life, appearing early in skeletal muscle and later in cardiac muscle. These findings underscore the importance of temporally optimized therapeutic strategies targeting cellular senescence in muscular dystrophy.

Consistent with this concept, the therapeutic benefits of senescent cell clearance are highly age- and tissue-dependent in mice, with the greatest improvements observed when the senescent cell burden is at its peak. While young skeletal muscle responded robustly to senolytic treatment, the same intervention yielded smaller effects at later stages, in line with previous reports that the regenerative capacity of dystrophic muscle declines over time [73]. In contrast to skeletal muscle, the heart exhibited maximal responsiveness to senolysis during mid- to late stages of disease progression, underscoring the importance of appropriately timed interventions. This also suggests that the cellular and molecular context—such as the presence of an active regenerative response versus established fibrosis—plays a critical role in determining the efficacy of senescence-targeting interventions.

In skeletal muscle, early clearance of senescent cells increased fiber size and improved muscle strength, consistent with a causal role for senescent cells in impairing skeletal muscle regeneration [5, 8, 10, 11]. These data are supported by skeletal muscle transcriptomic profiles, whereby D + Q–treated muscle had reduced expression of pro-fibrotic genes and increased expression of genes regulating muscle repair and fibrosis attenuation compared with control muscle. In contrast to skeletal muscle, senescent cells in the heart peaked around 12 months, and their removal in adult mice reduced fibrosis and downregulated ECM and inflammation pathways, as shown by histology and transcriptomic analysis. Unfortunately, stratification of the available human data from dystrophic patients by age was not feasible due to the limited sample size, the narrow age range and the inherent histological variability among biopsies. Despite these limitations, the human biopsy data and previously published studies [74] provide supportive evidence for the presence of senescent cells in diseased human muscle, complementing our experimental findings in mdx mice.

DMD causes early myocardial injury that advances to dilated cardiomyopathy, whereby fibrosis impairs heart function and increases arrhythmia risk and sudden cardiac death in young individuals [75–77]. Cardiomyocytes in DMD exhibit membrane instability and dysregulated calcium (Ca²⁺) handling, leading to excessive Ca²⁺ influx. This contributes to increased myocardial stiffness, impairing both contraction and relaxation of the heart muscle [78, 79]. Concurrently, the development of myocardial fibrosis induces compensatory hypertrophy in neighboring cardiomyocytes, disrupting electrical conduction and intercellular coupling and thereby increasing the risk of severe arrhythmias [80, 81]. Although D + Q treatment led to a clear morphological reduction in cardiac fibrosis, echocardiographic parameters did not reach statistical significance. Nevertheless, a trend toward improvement following senolytic treatment was clearly detected. Reductions in fibrosis represent a robust structural improvement, which may precede measurable changes in global cardiac function. Echocardiographic outcomes reflect integrated performance and may require greater remodeling, longer follow-up, or larger cohorts to reach statistical significance [82]. These findings highlight a positive impact of senolytic therapy on cardiac tissue, while emphasizing that functional improvements in this experimental setting remain modest and that earlier or prolonged senolytic intervention may be necessary to fully realize cardiac benefits.

Transcriptomic analysis after senolytic treatment further revealed a downregulation of genes associated with cardiac fibrosis and an upregulation of transcriptional programs that promote cardiac function and reduce fibrosis. Further, the overlapping DEGs between heart and skeletal muscle transcriptomics include genes associated with improved tissue function, reinforcing the beneficial effects of the treatment. Altogether, these findings support a beneficial effect of senolytic treatment on cardiac remodeling in dystrophic mice and align with recent studies implicating cellular senescence in cardiac dysfunction [83], revealing a previously underexplored mechanism contributing to cardiac decline in DMD.

Further studies will be required to determine the precise identity of the senescent cell types in each tissue and the mechanisms by which they contribute to DMD pathology. For example, the predominant senescent cell populations in each tissue—whether fibroblasts, endothelial cells, FAPs, or immune cells—remain to be determined. We previously reported that senescent cells exert a detrimental effect on muscle regeneration through their SASP in a model of chemically induced muscle injury [5]. A similar mechanism could operate in dystrophic muscle.

The slightly different effects observed with D + Q and GCV in the same muscles may reflect the distinct senescent cell subpopulations targeted by each approach and their different mechanisms of action. While D + Q targets specific anti-apoptotic pathways, the genetic ablation driven by GCV broadly eliminates cells based solely on high p16^Ink4a^ promoter activity, regardless of the survival mechanism. Consequently, D + Q can clear senescent cells even when they express low levels of p16^Ink4a^ (likely reflecting different senescent cell states), while sparing senescent cells reliant on alternative survival pathways. In contrast, genetic ablation eliminates essentially all p16^Ink4a^ expressing cells, including subpopulations that D + Q may miss, but does not eliminate senescent cells that are p16^Ink4a^ negative and p21^high^. Exploring alternative senolytics or combination therapies may therefore lead to more comprehensive and robust therapeutic outcomes. Notably, D + Q treatment exhibits broad systemic effects that occur independently of senescence clearance. Our current findings are consistent with a senescence-related mechanism, yet off-target actions cannot be completely ruled out. Future studies using complementary genetic or pharmacologic approaches will help clarify these mechanisms.

Finally, longitudinal studies assessing survival, exercise capacity, and long-term cardiac function will be essential to fully evaluate the therapeutic potential of senolytic interventions in DMD. In this context, D + Q is currently being investigated in several clinical trials for aging-related human diseases. Notably, in the context of fibrosis, D + Q treatment has demonstrated functional improvements in patients with idiopathic pulmonary fibrosis in pilot clinical studies [84], providing proof-of-concept evidence that targeting senescent cells (particularly with this senolytic combination) may alleviate functional decline in aging-related diseases. The translation of D + Q therapy to pediatric DMD patients requires careful consideration. Unlike aging-related indications in adults, senescence in DMD is a secondary, disease-driven process, and dosing regimens therefore cannot be directly extrapolated from adult trials. While dasatinib has been safely administered in pediatric oncology patients using body surface area–adjusted dosing [85], the risk–benefit profile, optimal schedule, and long-term safety of intermittent senolytic therapy in children with DMD would require dedicated preclinical studies and early-phase clinical trials. Therefore, our findings should be interpreted as preclinical proof-of-concept rather than immediate therapeutic guidance.

## Conclusions

Our study identifies senescent cells as key contributors to skeletal and cardiac muscle pathology in DMD and demonstrates that their timely clearance can ameliorate disease features in a tissue- and age-dependent manner. These findings position cellular senescence as a modifiable component of the dystrophic niche and support the use of senolytic therapies as a promising adjunct to emerging gene-based treatments for DMD.

## Supplementary Information

Supplementary Material 1: Supplementary Fig. 1. Senescent cell markers in soleus muscles of WT or DBA/2-mdx young mice. (A) Quantification of SA-β-gal⁺ cells and representative images of young WT and DBA/2-mdx mice. (B) Relative mRNA levels of senescent markers in the soleus of WT and DBA/2-mdx mice at young ages assessed by RT-qPCR. Data are presented as mean ± SEM. The unpaired Student's t-test was used in all comparisons (DBA/2-mdx vs WT). Statistical significance is indicated by *p < 0.05; **p < 0.01; ***p < 0.001; and ****p < 0.0001. Scale bar, 50 µm.

Supplementary Material 2: Supplementary Fig. 2. Effects of senolytic treatment in the skeletal muscle of adult and old dystrophic mice. Adult (12 months; A–E) and old (> 16 months; F–J) DBA/2-mdx mice were treated with vehicle or D+Q twice weekly for 8 weeks. (A, F) Quantification and representative images of SA-β-gal⁺ cells in the TA muscle of DBA/2-mdx mice. (B, G) Quantification of collagen deposition and representative images of Sirius Red staining. (C, H) Mean cross-sectional area (CSA) fibers in the TA of DBA/2-mdx mice based on H&E-stained sections. (D, I) Maximum specific force and (E, J) force–frequency curves of the EDL muscle from vehicle- and D+Q–treated mice. The Mann–Whitney test was used for all comparisons. Two-way ANOVA was used for the force-frequency curve analysis. Statistical significance is indicated by *p < 0.05; **p < 0.01; ***p < 0.001; and ****p < 0.0001. Scale bars, 50 µm.

Supplementary Material 3: Supplementary Figure 3. (A) Quantification and representative images of Pax7+/Ki67+ cells in D+Q– and vehicle-treated TAs. (B) Quantification and representative images of Pax7+/MyoD+ cells in D+Q– and vehicle-treated TAs. Yellow arrows show Pax7+/Ki67- nuclei (in A) or Pax7+/MyoD- nuclei (in B); white arrows show Pax7+/Ki67+ nuclei (in A) or Pax7+/MyoD+ nuclei (in B); blue arrows show Pax7-/MyoD+ nuclei. Data are presented as mean ± SEM. The Mann–Whitney test was used for all comparisons. Statistical significance is indicated by *p < 0.05. Scale bars, 50 µm. Scale bars of magnified images, 10 µm.

Supplementary Material 4: Supplementary Fig. 4. p16 mRNA levels in the TA and diaphragm of DBA/2-mdx mice. (A) mRNA levels of p16 in TA and diaphragm of DBA/2-mdx mice relative to age-matched WT mice. (B) mRNA levels of p16 in TA relative to the diaphragm of the same DBA/2-mdx mice. Data are presented as mean ± SEM. An unpaired t-test was used for all comparisons (in A, individual comparisons were performed between age-matched WT and DBA/2-mdx mice). Statistical significance is indicated by ***p < 0.001; and ****p < 0.0001.

Supplementary Material 5: Supplementary Fig. 5. SysMyo DEGs in TA and heart after D+Q treatment of DBA/2-mdx mice. Heatmaps showing the expression of SysMyo genes upregulated and downregulated in the TA (A) and heart (B) after D+Q treatment of DBA/2-mdx mice.

Supplementary Material 6: Supplementary Table 1. 

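Supplementary Table 1 lists the primer pairs for RT-qPCR, in which the level of each transcript was set against that of Rpl7. Each primer was matched without mismatches to the GENCODE M39 transcripts of GRCm39. The pair for p16 (CATCTGGAGCAGCATGGAGTC and GGGTACGACCGAAAGAGTTCG) matches Cdkn2a transcript ENSMUST00000060501 in exon 1 on chromosome 4, from 89200231 to 89200361, with a product of 131 nucleotides. The pair listed as Cdkn2d (p19), GCCGCACCGGAATCCT and TTGAGCAGAAGAGCTGCTACGT, matches no Cdkn2d transcript. It matches Cdkn2a transcript ENSMUST00000107131 in exons 1 and 2, from 89195179 to 89212593 on chromosome 4, with a product of 67 nucleotides. That is not the transcript of the p16 pair, so these 2 pairs measure different transcripts of Cdkn2a. The pair listed as Scd4 matches Sdc4 in exons 2 and 3, from 164271603 to 164273154 on chromosome 2, with a product of 92 nucleotides. The pair for Ppargc1b spans exons 5 and 6 on chromosome 18, from 61444493 to 61445261, with a product of 124 nucleotides. The forward primer for IL1β (CACAGCAGCACATCAACAAG) has no exact match among these transcripts, and its reverse primer matches Il1b. Both Rpl7 primers also match transcripts of Gm12174, Gm4734, Gm4754 and Gm6543.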

DNA Oligos used for RT-qPCR.

Supplementary Material 7: Supplementary Table 2. Cardiac function parameters recorded by echocardiography.

## Data Availability

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Dr. Pura Muñoz Cánoves (). RNA-seq data have been deposited at GEO (accession number GSE324363).

## Abbreviations

CK: Creatine kinase
CO: Cardiac output
CSA: Cross-sectional area
D + Q: Dasatinib plus quercetin
DMD: Duchenne muscular dystrophy
DMSO: Dimethyl sulfoxide
EDL: Extensor digitorum longus
EF: Ejection fraction
E/A: Ratio between E peak and A peak
EDV: End-diastolic volume
ESV: End-systolic volume
FS: Fractional shortening
GCV: Ganciclovir
GSEA: Gene set enrichment analysis
LVAWd: Left ventricular anterior wall in diastole
LVAWs: Left ventricular anterior wall in systole
LVIDd: Left ventricular internal diameter in diastole
LVIDs: Left ventricular internal diameter in systole
LVPWd: Left ventricular posterior wall in diastole
LVPWs: Left ventricular posterior wall in systole
LVm: Left ventricular mass
MuSC: Muscle stem cell
RNA-seq: RNA sequencing
RWT: Relative wall thickness
SASP: Senescence-associated secretory phenotype
SI: Sphericity index
SV: Stroke volume
TA: Tibialis anterior
VTI: Velocity time integral

# Supplementary material for: Senescence dynamics define therapeutic windows for Duchenne muscular dystrophy in DBA/2-mdx mice
**Source:** Skelet Muscle. 2026 May 2;16:27. doi: 10.1186/s13395-026-00426-5
**Supplement:** Supplementary file 6 — Supplementary Material 6: Supplementary Table 1. DNA Oligos used for RT-qPCR.

**Supplementary table 1. DNA Oligos used for RT-qPCR**

| **Gene** | **Forward Sequence** | **Reverse Sequence** |
| --- | --- | --- |
| Rpl7 | GAAGCTCATCTATGAGAAGGC | AAGACGAAGGAGCTGCAGAAC |
| Cdkn2a (p16) | CATCTGGAGCAGCATGGAGTC | GGGTACGACCGAAAGAGTTCG |
| Cdkn2d (p19) | GCCGCACCGGAATCCT | TTGAGCAGAAGAGCTGCTACGT |
| IL6 | GAGGATACCACTCCCAACAGACC | AAGTGCATCATCGTTGTTCATACA |
| INFγ | GCGTCATTGAATCACACCTG | TGAGCTCATTGAATGCTTGG |
| TNFα | CGCTCTTCTGTCTACTGAACTT | GATGAGAGGGAGGCCATT |
| IL1β | CACAGCAGCACATCAACAAG | GTGCTCATGTCCTCATCCTG |
| Scd4 | ATGCTGGCGGCTCGGATGACT | GGGCTCAATCACTTCAGGGAAG |
| Ppargc1b | CAGCCTCAGTTCCAGAAGTCAG | CACCGAAGTGAGGTGCTTATGC |

# Supplementary material for: Senescence dynamics define therapeutic windows for Duchenne muscular dystrophy in DBA/2-mdx mice
**Source:** Skelet Muscle. 2026 May 2;16:27. doi: 10.1186/s13395-026-00426-5
**Supplement:** Supplementary file 7 — Supplementary Material 7: Supplementary Table 2. Cardiac function parameters recorded by echocardiography.

**Supplementary Table 2. Cardiac function parameters recorded by echocardiography**

| **Parameter** | **AV±SD Control** | **AV±SD D+Q** | **p-value** |
| --- | --- | --- | --- |
| EF | 74.70 ± 9.58 | 80.75 ± 4.24 | 0.0796 |
| FS | 41.46 ± 8.53 | 46.38 ± 3.37 | 0.1033 |
| SV | 25.61 ± 12.31 | 29.71 ± 5.98 | 0.3488 |
| CO | 10.26 ± 5.21 | 12.54 ± 2.59 | 0.2237 |
| LVAWd | 0.960 ± 0.28 | 0.796 ± 0.16 | 0.2331 |
| LVPWd | 1.251 ± 0.29 | 1.197 ± 0.40 | 0.7240 |
| LVIDd | 2.937 ± 0.62 | 3.099 ± 0.27 | 0.4550 |
| IVSd | 1.107 ± 0.27 | 0.992 ± 0.17 | 0.2729 |
| LVAWs | 1.391 ± 0.26 | 1.452 ± 0.16 | 0.6380 |
| LVPWs | 1.701 ± 0.34 | 1.603 ± 0.39 | 0.5399 |
| LVIDs | 1.538 ± 0.35 | 1.711 ± 0.16 | 0.1732 |
| IVSs | 1.594 ± 0.47 | 1.643 ± 0.24 | 0.7735 |
| Heart rate | 410.6 ± 76.82 | 424.4 ± 54.40 | 0.6470 |
| EDV | 35.51 ± 17.52 | 38.32 ± 8.49 | 0.6480 |
| ESV | 9.901 ± 6.96 | 8.613 ± 2.68 | 0.5887 |
| RWT | 0.896 ± 0.33 | 0.778 ± 0.28 | 0.3774 |
| SI | 2.545 ± 0.30 | 2.444 ± 0.12 | 0.3313 |
| LVm | 113.8 ± 30.32 | 109.2 ± 28.05 | 0.7150 |
| Aortic diameter | 1.342 ± 0.15 | 1.357 ± 0.16 | 0.8374 |
| A peak | 0.465 ± 0.27 | 0.553 ± 0.32 | 0.5218 |
| E peak | 0.553 ± 0.20 | 0.644 ± 0.21 | 0.3440 |
| E/A | 1.455 ± 0.66 | 1.432 ± 0.54 | 0.9363 |
| VTI | 2.249 ± 1.13 | 2.609 ± 1.25 | 0.5100 |

The heart function of DBA/2-mdx mice treated with D+Q from 12 to 16 month of age was assessed by echocardiography at the end of the treatment. Different parameters were evaluated. Abbreviations: A peak, peak late diastolic transmitral flow velocity; CO, cardiac output; E/A, ratio of E peak and A peak; EDV, end-diastolic volume; EF, ejection fraction; E peak, peak early diastolic transmitral flow velocity; ESV, end-systolic volume; FS, fractional shortening; IVSdm, interventricular septal thickness in diastole; IVSs, interventricular septal thickness in systole; LVAWd, left ventricular anterior wall in diastole; LVAWs, left ventricular anterior wall in systole; LVIDd, left ventricular internal diameter in diastole; LVIDs, left ventricular internal diameter in systole; LVm, left ventricular mass; LVPWd, left ventricular posterior wall in diastole; LVPWs, left ventricular posterior wall in systole; RWT, relative wall thickness; SI, sphericity index; SV, stroke volume; VTI, velocity time integral.

How the deposited data were processed for this re-analysis (not part of the article)

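Bulk RNA-seq was available as 1 table of 15 libraries, 8 from TA (4 D + Q and 4 vehicle) and 7 from heart (3 D + Q and 4 vehicle), each from 1 mouse. The authors trimmed the reads with Trim Galore, quantified them with Salmon against GRCm39, summarised them per gene with tximport and deposited TPM for 56980 genes. Each library sums to 1000000 TPM, and the values carry neither the paper's filter on counts nor its correction for a surrogate variable or for sex. TPM keeps no depth, so the number of reads behind a value is unknown and no counting error can be given. All precision stated comes from the spread between mice. The paper's DESeq2 test needs counts and was not run.
Samples were grouped by their labels. Where the figures show 3 vehicle TA columns and the labels give 4, the z-scores of 16 genes were read from the picture of Fig. 4D and compared with each way of leaving out 1 vehicle mouse. The rule, fixed before the data were examined, required a correlation of at least 0.9 and a lead of at least 0.1. With the surrogate variable removed, the best correlations were 0.629, 0.622, 0.808 and 0.557 without vehicle replicates 1, 2, 3 and 4. The rule was not met, so no set of 3 mice is called the paper's and all 4 were used.
TPM values were analysed in R 4.3.3 with limma 3.58.1. Genes with at least 0.5 TPM in at least 3 mice of a tissue were kept, giving 16298 genes in TA and 16132 in heart, and log2(TPM + 0.5) was fitted with lmFit and eBayes with a trend in the prior variance. The TA model held 1 surrogate variable, estimated by an iteratively re-weighted procedure of 5 rounds that was written out for these values, and the heart model held labelled sex. p-values were adjusted by the Benjamini-Hochberg method, and DEGs had an adjusted p-value under 0.05 and an absolute log2 fold change above 0.5, the paper's thresholds. PCA used the 500 most variable genes after removeBatchEffect. Gene scores and PCA shares were compared with exact permutation tests over all splits of the mice. One of the 35 heart splits coincides with labelled sex, so its PCA could not be corrected for sex and was kept uncorrected, and in the gene-wise model it could not be fitted, which leaves 34 splits there. Genes at an unadjusted p-value under 0.05 and an absolute log2 fold change above 0.5 in both tissues were tested with Fisher's exact test, and the difference between tissues with an interaction term.
The code was tested on simulated data with the means and spread of the real genes. With 200 genes changed by 1 on the log2 scale, 78 were found in TA and 115 in heart, and with 200 genes changed by 2, 175 and 184, with 3 to 8 false calls in these 4 runs. The simulated noise was independent between genes, unlike that of the TA mice, so these counts test the code and not the power of the real fits.
Genes named in the text follow a rule fixed before the data were examined. They are the genes the paper names for its RNA-seq in the text and in Fig. 4B, 4D, 5I, 5J and 6A, gene lists for senescence, sex, the clock, collagen and regeneration, and in each tissue and direction the 5 DEGs with the smallest adjusted p-values and groups that do not overlap. Nppa, the ventricular and red-cell genes, Adam19 in heart and genes behind single small counts were named after their values had been seen. Gene positions come from GENCODE M39 for GRCm39, in which 56236 of the 56980 identifiers were found. The authors' annotation release is not stated in the paper's text.
No 2 libraries were identical, and correlations between libraries of a group ranged from 0.942 to 0.982. Replicate numbers are shared between groups in the labels, but the mice are different animals, and fits with the replicate number as a block were run as alternatives. Alternatives fixed before the data were examined were other pseudocounts (0.1 and 1), other filters on low TPM, rescaling by median-of-ratios factors, limma without the trend, no minimum fold change, other covariates and leaving out each mouse in turn. Sex read from expression and an atrial score as heart covariates, and unadjusted p-values in TA, were added after the data had been seen. GO and SysMyo enrichments were not analysed here, and neither were the qPCR, histology and functional measurements.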

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

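Tests of the replicates' spread and of the difference between tissues were set before the data were examined, and the tests of sex and of atrial transcripts were chosen only after the result was seen.
A test for a single mouse far from the others of its group (the gap to the nearest other mouse over the range of the group, in groups of 4) was applied to log2 values or scores in 111 combinations of gene or score and group. It marked 2, where chance gives 5.55. Hcn4 was at 2.70 TPM in TA D + Q replicate 1, against 1.26 to 1.38 TPM in the other 3 mice, and Cdkn1a was at 18.5 TPM in heart vehicle replicate 3, against 8.13 to 8.66 TPM in the other 3. That is fewer than chance gives, and no biological explanation was tested for either. Hcn4 in TA kept a positive log2 fold change, from 0.16 to 0.42, across the 8 fits that each left out 1 mouse.
The Xist signal in the D + Q heart library labelled male (replicate 3) was 47.2 TPM, below the 53.2 to 70.4 TPM of the 4 hearts labelled female and above the at most 0.415 TPM of the other hearts labelled male, and its Y-linked genes were at 0.0279 TPM or less. A wrong sex label is a candidate explanation. An exchange with a library labelled female among the 15 here would leave that library with male expression, and none had it, while an exchange with a library outside these cannot be told apart from a wrong label. If the expression is right, all 3 D + Q hearts are female and the vehicle group has 2 males and 2 females. With sex read from Xist and Y-linked genes as the covariate, 18 of the 51 DEGs were called again and the direction was the same for all 51, so the number of heart DEGs, 25 in that fit, depends on this label.
The response to D + Q differed between TA and heart for 11 genes (interaction term, adjusted p-value under 0.05 from limma), and for 754 at an unadjusted p-value under 0.05. Of 100 splits of the mice within each tissue that part all same-numbered pairs, drawn from 128 such splits, 10 gave as many genes, the real one included, so a count of this size also arises from other groupings of these mice. Of the 11 genes, 6 were under the filter on low values in TA, so for them a difference in response cannot be told apart from low expression there. Myl4, Myl7, Sln, Arntl and Per2 are on the atrial and clock lists. Atrial tissue in the vehicle heart samples may account for the first 3. Whether others of the 11 are atrial as well was not tested. The matching test across all other genes gave r = -0.225, and 3 of the 24 orders of the vehicle scores gave a value as low. Those scores also followed sex, so atrial tissue was neither shown nor excluded as the reason for lower expression in general. Tissue, age and length of treatment are confounded here.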

How the results depend on the processing

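In TA, 0 genes were higher and 0 lower in every fit of all 8 mice or of males only, with the pseudocount, filter, scaling, trend, covariate, or minimum fold change altered one at a time. At an unadjusted p-value under 0.05 in place of an adjusted one, with the same minimum fold change as all unadjusted counts here, a setting chosen after seeing the data, there were 80 higher and 280 lower genes. Across the 8 fits that each left out 1 mouse, the counts ran from 0 to 1 gene higher and from 0 to 1 gene lower. These genes were Gm12895, Gm55300 and Gm12238 for higher and Gm22357, ENSMUSG00000098794, Gm24950 and Rnu4atac for lower expression, each in 1 fit and named after their values were seen.
In heart the counts of 17 higher and 34 lower genes moved with several settings. They were 0 and 0 with no filter on low values (248 and 706 at an unadjusted p-value under 0.05), 2 (4930481A15Rik and Gm37955) and 11 with limma without the trend, and 0 and 4 with the replicate number as a block in place of sex (226 and 612 at an unadjusted p-value under 0.05). Median-of-ratios scaling gave 11 higher genes and 32 lower ones. Sex read from Xist and Y-linked genes gave 3 (Hspb7, Epas1 and Rn7s2) and 22, and an atrial score as covariate in place of sex gave 0 and 0 (1391 and 102 at an unadjusted p-value under 0.05), and both were chosen after seeing the data. The atrial score had a correlation of -0.949 with treatment over the 7 hearts, so that fit cannot separate them. Across the 7 fits that each left out 1 heart, from 0 to 64 genes were higher and from 0 to 72 were lower. The cause of these changes was not tested. Of the 51 DEGs, 48 were called again with a pseudocount of 0.1 and 48 with 1, 41 without a covariate, 12 without the trend and 0 without a filter, and the direction was the same for all 51 in each of these fits.
Replicate numbers pair different mice. Deviations of same-numbered mice had a mean correlation of 0.00349 in heart and -0.12 in TA. With the replicate number as a block, 4 heart genes were called, Myl7, Ciart, Ctla2a and Gm23734, named, like Gm37955, Epas1 and Rn7s2, after their values were seen, and in TA 0 were.
The number of genes shared between the tissues was 0 in each direction under every alternative run for it, with 7 higher and 24 lower genes at an unadjusted p-value under 0.05 in the fits reported. The heart PC1 separation of D+Q and vehicle, 92.6% of its variance, was not past 0.05, and was past it at 91.6% with all genes tested and at 88.4% with no correction (exact permutation p = 0.0286 in both). For TA this share did not pass under any alternative. Interaction genes ran from 5 to 14 when each mouse was left out in turn and from 11 to 13 otherwise. The heart clock score difference ran from 2.85 to 3.28 across the fits that each left out 1 heart, designs in which the smallest exact p is 0.0667 or 0.1, so it cannot pass there. The heart collagen score difference was -0.42 with median-of-ratios scaling, where the exact permutation p was 0.0286.
Among the 32 genes followed in TA, Ccl2 and Rrad reversed from -0.21 and -0.36 to 0.84 and 0.77 without the surrogate variable, and to the same 0.84 and 0.77 with the replicate block. Mapk4 in TA reversed to -0.0554 with sex in place of the surrogate variable and with males only. When each mouse was left out, Ccl2 ran from -0.46 to 0.14, Rrad from -0.66 to 0.28, Mapk4 from -0.15 to 0.36 and Cdkn2a from -0.0013 to 0.30. Among the 40 genes followed in heart, 9 reversed, all with the atrial score as covariate. They were Hspb7 in heart at -8.9e-05, Igfbp5 at 0.15, Ccn2 at 0.60, Hcn4 at -0.32, Sertad4 at 1.26, Dzip1 in heart at 0.0792, Spats2l at 0.77, Iqce in heart at 0.0782 and Nppa at 2.12. Over the 11 alternatives that kept all 7 hearts, the added ones included, 358 of the values for these 40 genes kept their direction and side of the threshold, 69 kept only their direction and lost significance, and 3 gained it. When each heart was left out, 76 lost significance, 6 gained it and 0 reversed. In TA, where 0 of the 32 genes were significant, 312 values over 10 alternatives kept their direction. The cause was not tested. The depth behind TPM is unknown, so what it limits cannot be stated.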

Differences from the paper's values

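The paper reports 549 upregulated and 212 downregulated genes in TA. Here 0 and 0 passed the same thresholds with limma on TPM and all 4 vehicle mice, with 80 and 280 at an unadjusted p-value under 0.05 and the same minimum fold change. In heart the paper's 177 upregulated and 386 downregulated genes stand against 17 and 34. None of the alternatives set before the data were examined closed any of these gaps, and with adjusted p-values the nearest heart counts, 64 and 72, came from leaving out vehicle replicate 3. At that unadjusted threshold, chosen after seeing the values, the 280 lower genes in TA were within 1.5 times of the paper's 212 while the 80 higher genes were not near its 549, and in heart the counts were 210 and 612, of which the first was within 1.5 times of the paper's value. When each TA mouse was left out in turn, the unadjusted TA counts ran from 75 to 149 higher and from 142 to 789 lower. Whether the lower count is near 212 therefore depends on the mice used. The paper tested counts with DESeq2, which was not done here, and its figures show 3 vehicle TA mice.
The paper describes TA groups that separate along the first principal component. Here the groups overlapped there, with 6.06% of its variance between them (exact permutation test, p = 0.657), and none of the alternatives gave a p-value under 0.05. The largest share was 47.0%, without vehicle replicate 3. The paper's PCA may rest on 3 vehicle mice, as its heatmaps do, so the sets of mice may differ.
In TA the paper lists Ccl2 and Rrad as higher with D + Q, and their log2 fold changes here were -0.21 and -0.36. They were 0.84 and 0.77 both without the surrogate variable and with the replicate block in its place, and 0.08 and 0.28 without vehicle replicate 3; without D + Q replicate 3, Ccl2 was at 0.14. None of the paper's named TA genes was a DEG under any setting that used adjusted p-values. At an unadjusted p-value under 0.05 and the same minimum fold change, a setting chosen after seeing the values, Sertad4, Adam33, Nfil3, Tent5b and Spats2l passed in the paper's direction, with log2 fold changes of -0.78, -0.68, 0.61, 0.84 and -0.65, and Sdc4, at 0.35, had an unadjusted p-value of 0.0393 but was under that minimum. In heart, Ppargc1a, Alpk2, Lrrc10b, Rrad, Irs1, Ccn2, Aebp1 and Fmod, which the paper lists, were not DEGs. At an unadjusted p-value under 0.05 and the same minimum fold change, these 8 genes passed in the paper's direction. Without a covariate, Alpk2 and Lrrc10b were DEGs, with log2 fold changes of 0.61 and 1.43. With median-of-ratios scaling, Aebp1 was one at -0.64. Without vehicle replicate 3, Ppargc1a, Alpk2, Lrrc10b, Irs1 and Aebp1 were DEGs, at 1.03, 0.65, 1.61, 0.68 and -0.73. Alpk2 was the one gene of Fig. 6A that became a DEG in heart under some setting, in the 2 settings just given.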

Other observations

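Of the tests below, those of other splits of the mice, of GC content and transcript length and of males only were set before the data were examined, and the others were chosen only after the result was seen.
Clock genes moved in the heart. A clock score (mean z of 5 genes in phase with Arntl minus that of 10 in antiphase) was 1.74 ± 0.680 (SD, n = 3) with D + Q and -1.30 ± 0.511 (SD, n = 4) with vehicle, a difference of 3.04 (exact permutation test, two-sided, p = 0.0286, the smallest possible). In TA the difference was -0.54 (exact permutation test, two-sided, p = 0.314), so a shift in the same direction was not seen there. The heart pattern may reflect the time of day of tissue collection, which the paper does not give, and the score, made of the genes that show the shift, cannot tell it apart from an effect of treatment.
Transcripts of the atrium differed between the heart groups. The mean log2(TPM + 0.5) of Myl7, Sln, Nppa and Myl4 was 3.06 ± 0.234 (SD, n = 3) with D + Q and 7.74 ± 1.17 (SD, n = 4) with vehicle, and Myl2 and Myl3, ventricular genes, were higher with D + Q by 0.30. Atrial tissue in the vehicle heart samples is a candidate explanation for these genes. As an explanation for lower expression in general it was tested by correlating, across 16126 other genes, the D + Q log2 fold change with the slope on the atrial score among the 4 vehicle hearts. That correlation was -0.225, and 3 of the 24 orders of the scores gave one as low, so it was no stronger than other orders can give. Among the vehicle hearts the score was higher in the females (8.99 and 8.30) than in the males (6.31 and 7.37). The slope therefore cannot be told apart from a difference between the sexes. Of 31 other DEGs lower with D + Q, 26 had a positive slope, but so had 79.7% of all genes. With the atrial score in the fit, 0 of the 34 lower genes were called, which cannot decide, since the score nearly coincides with treatment. GC content and transcript length had correlations of at most 0.0736 in size with the heart fold changes and 0.0509 with those in TA, too small to account for either.
Red-cell transcripts (Hba-a1, Hba-a2, Hbb-bs, Hbb-bt and Alas2) were lower in every D + Q heart than in every vehicle heart for 5 of 5 genes, with log2 fold changes from -3.12 to -2.42 and none a DEG. Blood left in the vehicle heart samples may explain it, as may a change in the tissue, and the 5 genes on which it was seen cannot separate them.
In TA, the 10 genes the paper shows as upregulated vary within the groups. Their mean loading on the first component of the within-group variation, which carried 31.5% of it, was above all of 10000 random lists of similar expression (percentile 100). D + Q replicates 1 and 4 and vehicle replicate 3 had the highest scores on that component, 45.2, 12.2 and 25.5. The lists were matched on expression only, and the test was chosen after these genes had been seen to be high together in the same 3 mice, so it cannot decide whether a programme that varies between mice within the groups accounts for them. With males only, the mean log2 fold change of the 10 genes was 0.107, against 0.770 with all 8 mice and no surrogate variable. The 2 vehicle males had a mean log2(TPM + 0.5) over these genes of 3.79 (replicate 1) and 5.21 (replicate 3), and the vehicle females 3.41 and 2.93. The D + Q mean was 0.82 above replicate 1 and 0.60 below replicate 3. The value with males only thus rests on 2 vehicle mice that lie on either side of that mean. Both vehicle females were below both vehicle males, and no D + Q–treated mouse was female. With 2 vehicle mice of each sex, an effect of sex can be neither shown nor excluded. Read from the picture of Fig. 4D, the z-scores correlated best with the 4 D + Q mice and vehicle replicates 1, 2 and 4 (r = 0.808 with the surrogate variable removed), short of the 0.9 required.
Other splits of the mice gave results as large as the real one in TA. Among the 8 splits that part all same-numbered pairs, 7 gave as many genes with an unadjusted p-value under 0.05 and the minimum fold change, and among all 35 splits, which part fewer pairs, 23 did. For genes shared by both tissues at that threshold, 5 of the 8 splits and 17 of all 35 gave as many. There the other splits were scored in whichever direction shared more genes and the real one only in its own, which favours the others. For heart DEGs, 1 of the 8 splits, the real one, and 1 of all 34 that could be fitted gave as many. At the unadjusted threshold used for TA, the real heart split gave 822 genes and was not the highest. Vehicle replicate 3 set with D + Q replicates 1 and 2 gave 1067, and vehicle replicates 1, 2 and 4 set together gave 1006. With 8 splits no share under 0.05 is possible, so the comparisons among those 8 cannot decide.
Cdkn1a, a senescence marker outside the paper's heart RNA-seq results, was at 24.5 ± 2.79 TPM (SD, n = 3) with D + Q and 11.0 ± 4.99 TPM (SD, n = 4) with vehicle in heart, higher in 3 of 3 D + Q hearts than in all vehicle hearts, with a log2 fold change of 1.15 (standard error 0.26, limma adjusted p = 0.112 over all genes and 0.0124 over the senescence list). Of the 9 genes on that list, 6 were tested in heart, 3 with a positive and 3 with a negative log2 fold change. Ccl2 was at 0.48 (standard error 0.12, limma adjusted p = 0.117 over all genes and 0.0124 over the list), also higher in 3 of 3 D + Q hearts than in all vehicle hearts. Cdkn2d, Lmnb1, Tnf and Il1b were at 0.0051, -0.00033, -0.06 and -0.60, with adjusted p-values over the list from 0.167 to 0.998 (limma), and Il6 and Ifng were under the filter. Cdkn2a in TA was at 4.55 ± 1.34 TPM (SD, n = 4) with D + Q and 3.62 ± 1.04 TPM (SD, n = 4) with vehicle. In heart it was under the filter, at 0.367 ± 0.0839 TPM (SD, n = 3) and 0.359 ± 0.0798 TPM (SD, n = 4). Adam19, lower with D + Q in TA, was a heart DEG in the other direction, with a log2 fold change of 0.68 (standard error 0.09, limma adjusted p = 0.0374), and its response did not differ between the tissues after adjustment (interaction term, limma adjusted p = 0.195).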
